# Astrocytes of the optic nerve exhibit a region-specific and temporally distinct response to elevated intraocular pressure

**DOI:** 10.1186/s13024-023-00658-9

**Published:** 2023-09-27

**Authors:** Arpan G. Mazumder, Amélie M. Julé, Daniel Sun

**Keywords:** Optic nerve head, Optic nerve astrocytes, Glaucoma, Ribotag, Reactive astrocytes, Optic nerve transcriptional profile

## Abstract

**Background:**

The optic nerve is an important tissue in glaucoma and the unmyelinated nerve head region remains an important site of many early neurodegenerative changes. In both humans and mice, astrocytes constitute the major glial cell type in the region, and in glaucoma they become reactive, influencing the optic nerve head (ONH) microenvironment and disease outcome. Despite recognizing their importance in the progression of the disease, the reactive response of optic nerve head astrocytes remains poorly understood.

**Methods:**

To determine the global reactive response of ONH astrocytes in glaucoma we studied their transcriptional response to an elevation in IOP induced by the microbead occlusion model. To specifically isolate astrocyte mRNA in vivo from complex tissues, we used the ribotag method to genetically tag ribosomes in astrocytes, restricting analysis to astrocytes and enabling purification of astrocyte-associated mRNA throughout the entire cell, including the fine processes, for bulk RNA-sequencing. We also assessed the response of astrocytes in the more distal myelinated optic nerve proper (ONP) as glaucomatous changes manifest differently between the two regions.

**Results:**

Astrocytes of the optic nerve exhibited a region-specific and temporally distinct response. Surprisingly, ONH astrocytes showed very few early transcriptional changes and ONP astrocytes demonstrated substantially larger changes over the course of the experimental period. Energy metabolism, particularly oxidative phosphorylation and mitochondrial protein translation emerged as highly upregulated processes in both ONH and ONP astrocytes, with the former showing additional upregulation in antioxidative capacity and proteolysis. Interestingly, optic nerve astrocytes demonstrated a limited neuroinflammatory response, even when challenged with a more severe elevation in IOP. Lastly, there were a greater number of downregulated processes in both astrocyte populations compared to upregulated processes.

**Conclusion:**

Our findings demonstrate an essential role for energy metabolism in the response of optic nerve astrocytes to elevated IOP, and contrary to expectations, neuroinflammation had a limited overall role. The transcriptional response profile is supportive of the notion that optic nerve astrocytes have a beneficial role in glaucoma. These previously uncharacterized transcriptional response of optic nerve astrocytes to injury reveal their functional diversity and a greater heterogeneity than previously appreciated.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-023-00658-9.

## Introduction

Glaucoma is a complex disease characterized by the progressive dysfunction and irreversible loss of retinal ganglion cells (RGCs). It is one of the most common neurodegenerative diseases and the leading cause of irreversible blindness, affecting ~ 80 million people worldwide [1]. Elevated intraocular pressure (IOP) is a major risk factor and to date the only clinically available therapies target the reduction of IOP [2, 3]. Given the incomplete efficacy of these treatments, which often slow rather than halt progression [2, 4–6], there is a need to better understand the pathophysiology of the disease.

The optic nerve is an important tissue in glaucoma and many of the early neurodegenerative processes associated with glaucoma take place primarily in the unmyelinated optic nerve head (ONH) region, including changes in extracellular matrix composition, tissue remodeling, dysfunctional axonal transport, neuroinflammation, monocyte infiltration and axonal damage [7–12]. This is consistent with prior studies indicating that the characteristic pattern of ganglion cell loss in glaucomatous retinas is best explained by initial damage to axon bundles in the ONH region [13]. Astrocytes at the ONH are of particular interest in glaucoma because they are the predominant glial cell type in this region in both mouse and human [14–16]. As in other parts of the CNS, ONH astrocytes become reactive in injury and disease (including glaucoma), leading to changes in their morphology, function, and gene expression that can profoundly influence the ONH microenvironment and outcome [17–21]. Despite clear evidence of ONH astrocyte reactivity in experimental models of glaucoma [17–21] and tissue from glaucomatous donors [22], the reactive response of ONH astrocytes remains poorly understood.

Gene expression studies have been performed on whole ONH tissues, but this precludes clear attribution of transcriptional signatures to local astrocytes, even though they make up a large proportion of the ONH. This becomes particularly challenging when experimental glaucoma is induced, and differential gene expression is examined, as early monocyte infiltration significantly contributes to a pro-inflammatory environment of the ONH [23, 24]. For example, resident microglia show few changes in inflammatory molecules, but are metabolically active, a shift that is typically anti-inflammatory [24]; the net effect of changes in these cell types and those of the local vasculature is to confound efforts to isolate the changes undergone by ONH astrocytes. Others have utilized in vitro ONH astrocyte cultures to eliminate contributions from other cell types [25–28], however, astrocytes generally lose many of their distinct expression patterns in culture [29, 30]. Finally, while the ONH region is amenable to examination by immunolabeling with astrocyte markers, this approach is low throughput and ill-suited to studying the global astrocytic response to glaucoma.

To determine the overall reactive response of ONH astrocytes in glaucoma we studied their transcriptional response to a chronic elevation in IOP induced by a microbead injection. To specifically isolate astrocyte mRNA in vivo from complex tissues, we used the ribotag method to genetically tag ribosomes in astrocytes, restricting analysis to astrocytes and enabling purification of astrocyte-associated mRNA throughout the entire cell, including the fine processes, for bulk RNA-sequencing [31–34]. We also assessed the response of astrocytes in the more distal myelinated optic nerve proper (ONP) as glaucomatous changes manifests differently between the two regions. Our results demonstrate that ONH and ONP astrocytes each have distinct temporal and transcriptional responses to elevated IOP. Energy metabolism, particularly oxidative phosphorylation and protein metabolism were key upregulated processes, while neuroinflammation was limited, even with a more severe elevation in IOP. These previously uncharacterized transcriptional responses reveal their functional diversity to injury and a greater heterogeneity than previously appreciated.

## Methods

All animals were handled in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and all procedures were approved by the Institutional Animal Care and Use Committee at Schepens Eye Research Institute.

### Animals

Mice aged 3–4 months old were housed in a temperature and humidity-controlled facility with 12 h light/dark cycle and received food and water ad libitum. The study used two strains: (1) B6J.129(Cg)-Rpl22^tm1.1Psam^/SjJ (The Jackson Laboratory, Bar Harbor, ME, #029977), also known as ribotag mice, and (2) B6.Cg-Tg (GFAP-Cre) 73.12Mvs/J mice (The Jackson Laboratory, Bar Harbor, ME, #012886). The ribotag method allows efficient isolation of ribosome-associated mRNA transcripts from complex tissues in a cell-type specific manner [31–33]. The ribotag mouse has a modification in the 60S ribosomal protein gene, Rpl22, such that in the presence of Cre recombinase the floxed exon 4 of Rpl22 will be replaced with a hemagglutinin (HA)-tagged exon 4, effectively labeling the cells’ polyribosomes so that they can be isolated by immunoprecipitation. Ribotag mice can be crossed to a variety of Cre recombinase driver mouse lines, and in our case, we use a constitutive GFAP-Cre line in which a mouse GFAP promoter sequence directs expression of Cre recombinase in astrocytes. Both mice lines were on a C57Bl/6 background. We initially crossed GFAP-Cre recombinase expressing mice with hemizygous ribotag mice to get offspring heterozygous for the ribotag allele (Rpl22^HA/+^). Heterozygous ribotag mice were then bred together to obtain experimental mice that were homozygous for the ribotag allele with the Cre transgene (Rpl22^HA/HA^Cre^+^).

### Microbead model

We used the microbead occlusion model to elevate IOP in one eye. The microbeads are inert and have been used in numerous studies of experimental glaucoma [17, 20, 33, 35–37]. A glass microneedle was introduced through a corneal puncture initially created by a 30.5-gauge needle and 2 µl of 15 µm diameter polystyrene microbeads (Thermo Fisher Scientific; #F8841) was injected (final concentration of 2.7 × 10^7^ beads/ml suspended in saline). This method induces an elevated IOP that lasts 4 weeks and peaks at 23–27 mmHg at 7–10 days post-injection. In some animals, a more severe elevation in IOP was induced by injecting 3.5 µl of the microbeads (higher elevation in IOP; final concentration of 4.01 × 10^7^ beads/ml) elevating the IOP to 30–33 mmHg at 7 days. The contralateral eye was untreated. A separate control group of ribotag mice received a saline injection in-lieu of the microbeads and they demonstrated normal IOPs over the 30 day experimental period. Mice were regularly examined on a slit lamp for signs of any inflammatory response or overt damage in the anterior segment. Mice that showed any of these signs were excluded.

### Measuring IOP

Mice were anaesthetized by isoflurane (2–4%; Webster Veterinary) delivered in 100% oxygen via a precision vaporizer. Measurements were taken 4–5 min after animals lost consciousness, which was defined as failure to detect motion in response to forced movement and absence of eye blinking. The IOPs were measured in both eyes 1 d before microbead injection and then every 3 d afterward using a tonometer (TONOLAB; Icare). Measurements were made at the same time in the morning to account for diurnal variations. The tonometer takes five measurements and based on this gives a single mean. We considered this as one measurement; five measurements were made from each eye and the mean was calculated to represent the IOP. IOPs were measured by individuals blinded to the genotype of the animal and the injury induced.

### Preparation of reagents for ribotag immunoprecipitation

#### Homogenization buffer (HB)

The homogenization buffer was prepared by adding 2.5 mL of 2 M KCl (RNase free; Fisher Scientific, #AM9640G), 2.5 mL of 1 M Tris (pH 7.4; ThermoFisher Scientific, #17,926), 500 µl of NP-40 (ThermoFisher Scientific, #28,324) and 600 µl of 1 M MgCl2 (RNase free; Fisher Scientific, #AM9530G) into a 50 mL Falcon tube. The volume was adjusted to 50 mL with DNase/RNase free water and vortexed until all contents were completely dissolved. The supplemented homogenization buffer (HB-S) was always prepared fresh prior to homogenization by adding 50 µl of protease inhibitor (VWR, #97,063–970), 5 µl of 1 M DTT (VWR, #97,061–340), 25 µl of RNasin (VWR, #PAN2615), 50 µl of Heparin (100 mg/ml; Fisher Scientific, #BP252420) and 100 µl of cycloheximide (5 mg/ml; Fisher Scientific, #AC357420050) in a 15 ml Falcon tube. Finally, the volume was adjusted to 5 mL with HB buffer.

#### High salt buffer (HSB)

To prepare the high salt buffer, 7.5 mL of 2 M KCl (RNase free; Fisher Scientific, #AM9640G), 2.5 mL of 1 M Tris (pH 7.4; ThermoFisher Scientific, #17,926), 600 µl of 1 M MgCl_2_ (Rnase free; Fisher Scientific, #AM9530G), and 500 µl of NP-40 (ThermoFisher Scientific, #28,324) were added in a 50 mL Falcon tube. The final volume was made up to 50 mL with DNase/RNase free water and vortexed to completely dissolve all contents. The high salt buffer supplemented (HSB-S) was prepared fresh prior to the washing step by adding together 10 µL of protease inhibitor (VWR, #97,063–970), 40 µl of cycloheximide (5 mg/ml; Fisher Scientific, #AC357420050) and 5 µL of RNasin (VWR, #PAN2615) in a 2 mL Eppendorf tube and the volume was adjusted to 2 mL with HSB.

### Preparation of tissue and ribotag immunoprecipitation

The ribotag immunoprecipitation technique has been optimized from Sanz et al., [31, 32] for very small tissues and previously published by us [33]. Euthanasia was performed with carbon dioxide followed by cervical dislocation. The skull and the brain were removed and each eye together with the optic nerve carefully dissected out, being careful to minimize mechanical stress or damage to the tissue. The ONH and ONP were micro-dissected in chilled PBS on ice. We considered the translucent unmyelinated portion of the optic nerve as the ONH. To obtain sufficient RNA, 4 ONHs and 4 ONP (2 males and 2 females) were pooled for *N* = 1 each. Each of the ONH and ONP came from the same mouse and an equal length of ONP as ONH was used. We used the most proximal portion of the ONP, and the remainder of the optic nerve was not sequenced. Once dissected, tissues were placed in 150 µl of HB-S buffer, centrifuged for 2 min at 1000 rpm at 4 °C, then homogenized using a PYREX Glass Pestle in the microcentrifuge tubes on ice. The lysate was further centrifuged for 10 min at 10,000 rpm at 4 °C, then the supernatant collected. 10 µl of the supernatant was mixed with 350 µl of RLT lysis buffer (RNeasy Micro Kit, Qiagen, #74,034) and kept as Input, the remaining supernatant was used for immunoprecipitation (IP).

HA-tagged ribosomes were captured by adding 2.5 µl of anti-HA antibody (BioLegend, #MMS-101R) to the IP supernatant and incubated at 4 °C for 4–5 h on a mini-tube rotator with gentle mixing. This antibody-supernatant mixture was then added to 55 µl of pre-washed Pierce Protein A/G magnetic beads (Thermo Fisher Scientific, #88,802) and incubated overnight at 4 °C on a mini-tube rotator. The following day, the Eppendorf tubes were placed in a Dynamag-2 magnetic rack on ice and washed twice with HSB-S buffer. The non-precipitated flow-through from each immunoprecipitated sample was collected and RNA was purified for enrichment analysis using a RNeasy Micro Kit (Qiagen, #74,034).

### RNA-seq library generation and sequencing

After RNA extraction the quantity and quality were assessed on an Agilent 2100 Bioanalyzer. Typical RIN values and RNA quantity are shown in Table S1. The cDNA libraries were made from 0.62–15.9 ng of RNA. To avoid batch effects, the cDNA library preparation and sequencing were done at the same time for all samples. mRNA extraction was performed with oligo-dT beads, capturing poly(A) tails, and cDNA library preparation was done with the Smart-Seq HT Ultra-low input RNA kit (Takara Biosciences, #634,437). The cDNA samples were normalized and sequenced on an Illumina HiSeq 4000 with paired end 2 × 150 bp reads at 20–30 million reads per sample. cDNA Library preparation, sequencing and quality control checks were performed by Genewiz (Burlington, MA).

### RNA-seq mapping, analysis, and statistics

The sequencing data was processed for quality control, alignment to the mouse genome and transcript quantification using the bcbio-nextgen bulk RNA-seq pipeline (version 1.2.8-1c563f1). More precisely, reads were aligned using the STAR aligner (version 2.6.1d) to NCBI build mm10 of the mouse genome (Mus musculus). Transcript-level information was obtained from Ensembl release 94. Sequencing data quality control was executed by FastQC (version 0.11.8), Samtools (version 1.9), Qualimap (version 2.2.2d) and summarized with MultiQC (version 1.9). Transcripts were quantified by a quasi-alignment approach using Salmon (version 0.14.2). Transcript-level counts were then aggregated at the gene level and introduced into R using tximport. Downstream analyses were performed in R (version 4.1.0). Independent, pairwise differential expression analyses comparing gene expression between two interest groups were accomplished with DESeq2 (version 1.34.0). For subsequent functional analyses and graphical representations, DESeq2-derived log2 fold change values were corrected using the ashr shrinkage estimator. Gene set enrichment analyses (GSEA) and over-representation analyses (ORA) were performed using clusterProfiler (version 4.2.2) and ReactomePA (version 1.38.0). The differential gene expression was considered significant if the adjusted *p*-value < 0.05, applying Benjamini-Hochberg’s procedure for multiple comparisons adjustment. No cutoff on log2 fold change was used to define significant genes.

### Transcription factor analysis

We applied motif analysis algorithms to identify transcription factors (TFs) that may drive the observed variations in the transcriptomic program of ONH and ONP astrocytes over time following injury. DoRothEA provides a database of known TF-target gene pairs (regulons) and a weight for each pair reflecting the level of confidence and directionality of the interaction (activation/inhibition). Starting from the normalized gene expression data, decoupleR applies a weighted mean approach to calculate an enrichment score in the targets of a TF, or “TF activation score”, reflecting whether the transcriptomic profile in a sample is representative of the transcriptome expected downstream of a given TF. The top-most differentially activated TFs between groups of interest (e.g., ONH astrocytes at control and different timepoints post-injury) can then be determined, and candidate TFs driving variations in reactive astrocyte profiles are selected for validation experiments (e.g., duplex in-situ hybridization and immunohistochemistry). In parallel, HOMER was used to identify enriched TF binding motifs with known binding affinities, and the MEME suite of tools for motif discovery and motif enrichment was applied to identify de novo binding motifs that were then compared to databases of TFs with known binding profiles to infer potential regulatory mechanisms. The region 2 kb upstream and downstream of a gene’s TSS was used for motif analysis.

### Immunohistochemistry

Optic nerve sections were incubated with blocking solution (0.5% Triton-X, 10% donkey serum, 1% BSA) for one hour, then with the primary antibodies for one hour at room temperature. Primary antibodies used were: HA (1:500; BioLegend), SOX9 (1:100; R&D Systems), IBA1 (1:400; Wako), OLIG2 (1:100; R&D Systems), NG2 (1:400; EMD Millipore), LCN2 (1:400; R&D Systems). They were then washed in PBS (pH 7.4; 3 × 5 min) and incubated with secondary antibodies for one hour at room temperature. Secondary antibodies used were: Alexa Fluor 488-Donkey Anti-Mouse IgG (1:800; Jackson ImmunoResearch Labs), Alexa Fluor 594-Donkey Anti-Goat IgG (1:800; Jackson ImmunoResearch Labs), Alexa Fluor 594-Donkey Anti-Rabbit IgG (1:800; Jackson ImmunoResearch Labs). The tissues were then washed again in PBS (pH 7.4; 3 × 5 min) and cover slipped with Prolong Diamond Antifade Mountant (Thermo Fisher Scientific, #P36970). Slides were imaged on a Leica TCS SP8 confocal microscope. All fluorescent images in the figures are maximum intensity projections. The contrast and brightness of the final images were adjusted by Adobe Photoshop 2023; no other digital image processing was performed.

### In-situ hybridization

In-situ hybridizations were carried out according to the manufacturer’s instructions using the RNAscope duplex detection chromogenic kit (Advanced Cell Diagnostics, #322,500). All the probes were purchased from Advanced Cell Diagnostics. Optic nerves were fixed overnight at 4 °C in 4% paraformaldehyde and cryoprotected in 30% sucrose in 1 × PBS. In-situ hybridization was performed on 15 µm thick tissue sections and hybridized with mouse GFAP (#313,211) and LCN2 (#313,971). To assess probe specificity, two types of controls were used: (1) mouse PPIB (peptidylprolyl isomerase B, #313,911) and mouse Polr2a (polymerase II polypeptide A, #312,471-C2) as positive controls, and (2) bacterial DapB (dihydrodipicolinate reductase, #310,043) as a negative control. Tissue sections were counterstained with 50% Mayer’s hematoxylin, mounted using Vecta Shield mounting medium (Vector Laboratories, #H-1500), and bright-field images were obtained with a Nikon Eclipse 800 microscope interfaced with Olympus DP controller software.

### Quantitative RT-PCR

RNA was extracted using the RNeasy Plus Micro Kit (Qiagen, #74,034) and the quality and quantity were assessed on an Agilent 2100 Bioanalyzer. cDNA synthesis was performed using the Smart-Seq HT kit (Takara Biosciences, #634,437) and quantified by the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, #Q32851). RT-qPCR was performed on a StepOnePlus Real-time PCR system (Applied Biosystems) using the SYBR Green PCR Master Mix (Applied Biosystems, ThermoFisher Scientific, Waltham, MA). Primers targeted astrocytes, microglia, oligodendrocytes, NG2 glial cells and axons. Melting curves were examined to verify amplification specificity. Each gene and glyceraldehyde phosphate dehydrogenase (GAPDH) were interrogated in triplicates. All technical replicates had cycle thresholds (CT) that differed from each other by less than 1.0 CT and a CT standard deviation < 0.3. All gene expression levels were normalized to GAPDH using the ddCT method.

### Assessing ATP levels

The ATP level was determined using a colorimetric test kit (Sigma, #MAK190). Four ONHs (2 males and 2 females) were pooled for *N* = 1. Four control (*N* = 4) and 30 day microbead injected (*N* = 4) C57Bl/56 mice were used. Tissue samples were immediately homogenized with 60 µl of ATP assay buffer (provided in the kit). The homogenates were then centrifuged at 5000 rpm for 10 min at 4 °C. The supernatant was incubated at 37 °C for 30 min after the addition of the ATP probe in the presence of a developer, and the ATP level was quantified by measuring absorbance at 570 nm with a Synergy2 BioTek micro plate reader interfaced with Gen5 controller software.

### Assessing reactive oxygen species

Reactive oxygen species was measured using the indicator dihydroethdium (DHE, Thermo Fisher Scientific, #D1168) on live unfixed optic nerve sections. DHE is specific for superoxides and hydrogen peroxides. Following removal of the eye, it was immediately embedded in OCT unfixed and frozen at -80 °C until use. 16 µm sections were cut on a cryostat and incubated in Hoechst for 15 min at 4 °C. Sections were then incubated in 0.025 μM DHE solution for 30 min at 37 °C in the dark. Sections were then washed with 1 × PBS, cover slipped with Prolong Diamond Antifade Mountant (Thermo Fisher Scientific, #P36970) and immediately photographed using a Leica TCS SP8 confocal microscope. Sections from normal untreated and 30 days microbead injected mice were always processed and imaged together under identical conditions.

### Assessing mitochondrial biogenesis

Tissues were obtained as in the assessment of ATP levels. DNA was extracted using the DNeasy blood and tissue kit (Qiagen, #69,504). RT-qPCR studies were done to determine mitochondrial DNA copy number using the NovaQUANT Mouse Mitochondrial to Nuclear DNA Ratio Kit (Millipore Sigma, #71,621) according to the manufacturer's protocol. This kit includes plates pre-aliquoted with primers for comparing the levels of two nuclear genes (BECN1 and NEB) to two mitochondrial genes (trLEV and 12 s) in a qPCR reaction. Two nanograms of DNA samples were then mixed with the appropriate amount of SYBR Green Master Mix (Applied Biosystems, #4,368,708) and qPCR was performed in an Applied Biosystems StepOnePlus PCR system with the following cycling conditions: 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 1 min. The mitochondrial DNA copy number was determined using the relative copy number approach. To calculate mitochondrial DNA copy number, we determined *N* = 2^−ΔCt^ from both trLEV/BECN1 pair (ΔCt1) and the 12 s/NEB pair (ΔCt2), where ΔCt1 = Ct_trLEV1 – Ct_BECN1 and ΔCt2 = Ct_12s – Ct_NEB, then we took an average of 2^−ΔCt1^ and 2^−ΔCt2^.

### Assessing glycolysis and oxidative phosphorylation

Glycolysis and oxidative phophosrylation were measured using an assay from Dojindo (#G270) in accordance with the manufacturer's instructions. Samples were obtained as in the assessment of ATP levels, with the addition of 4 ONPs (2 males and 2 females for *N* = 1). ONHs and ONPs were taken from the same mouse and each ONP sample was dissected to be the same length as each ONH. 2.5 µM oligomycin solution in HBSS (ThermoFisher Scientific, #24,020,117) was prepared from a 10 mM oligomycin stock solution. Oligomycin is used to inhibit ATP synthesis by oxidative phosphorylation. A volume of 100 µl of HBSS solution supplemented with oligomycin, was added into specific wells of a 96-well plate and an untreated HBSS solution was used as a control for the test. ONH and ONP tissues were placed in their respective wells and homogenized as mush as possible until no large pieces were visible. The 96-well plate was then incubated for 1.5 h at 37 °C. After that, 100 µl of ATP solution (made according to kit guidelines) was added and incubated at 25 °C for 10 min. The luminescence values were then measured using a Synergy2 BioTek microplate reader connected to Gen5 controller software. Finally, the metabolic shift was evaluated by comparing the luminescence values (a measure of the quantity of ATP detected) of ONH and ONP samples with and without oligomycin treatment.

### Retinal ganglion cell counts

Images of whole mounted retinae were obtained as z stacks (0.50 µm step size) at a magnification of 1.0. Each retina was divided into four quadrants and images were taken at two mid-peripheral regions per quadrant, for a total of eight images per retina. Cells that colocalized both BRN3A, a ganglion cell–specific marker and the nuclear dye Hoechst were counted. Ganglion cell density per retina was calculated as the mean of the eight regions. The percentage of ganglion cell loss was calculated by comparing the ganglion cell density of the microbead injected eye to the untreated contralateral eye. All the cell counting was performed by individuals blinded to the genotype of the animal and the injury induced.

### Quantification and statistical analyses

Statistical details of experiments can be found in the figure legends. Statistical analysis of the RNA-seq data is described above. Immunohistochemistry and duplex in-situ hybridizations were performed on *N* = 5 biological replicates.

### Availability of data and materials

The dataset supporting the conclusions of this article have been deposited at GEO (GSE237073 microbead injected animals. GSE211515 normal untreated animals) and publicly available at the date of publication.

## Results

### Ribotag approach to assess optic nerve astrocyte-specific transcriptional changes following elevated intraocular pressure

Rpl22^HA/HA^Cre^+^ mice underwent unilateral microbead injections to elevate IOP (Fig. 1A**-**C) and mice were sacrificed at 7 and 30 days post-injection. We purified the astrocyte-specific ribosomal mRNA via immunoprecipitation using an antibody against HA. 

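The deposited RNA-seq data cover ONH and ONP astrocytes at 7 and 30 days after microbead injection. Each replicate pooled the tissue of 4 mice, 2 male and 2 female, and there were 7 replicates per region at 30 days and 4 at 7 days, giving 22 libraries. At 30 days the ONH and ONP of a replicate came from the same mice. The 7 day libraries were assigned to their region and day only, so none of them was paired with another library. Samples of uninjured mice are not among these data, and no comparison with 0 days was made. The authors quantified the reads with Salmon and deposited expected counts for each gene as whole numbers without normalization, and log2 values from DESeq2's variance stabilizing transformation. Total counts per library ranged from 18026821 to 24746846 (median 22800181) for the ONH at 30 days and from 16819713 to 33307092 (median 17112329) for the ONH at 7 days. In the ONP they ranged from 17583904 to 25197193 (median 21423492) at 30 days and from 16292489 to 28729105 (median 21201048.5) at 7 days. At this depth 3 counts, taken as the smallest detectable amount, equalled 0.0901 to 0.184 CPM (counts scaled to the library total), a limit that covers counting error only. Expression is given as CPM normalized with edgeR's TMM method, as mean ± SD over replicates. Groups were compared by edgeR's quasi-likelihood test on the genes kept by its filter for low counts, with Benjamini-Hochberg adjustment over all genes tested. An adjusted p-value under 0.05 was required and no cutoff was placed on the log2 fold change (log2FC). The comparisons were repeated with DESeq2, the tool the authors used.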

We previously showed that in the optic nerves of naïve Rpl22^HA/HA^Cre^+^ mice HA expression is specific for astrocytes and that the immunoprecipitated fraction is enriched for astrocyte markers and depleted for markers of microglia, oligodendrocytes, NG2 cells and axons [33]. Microbead injections did not change the specificity of HA expression, which colocalized with astrocyte marker SOX9 and not with markers for microglia (IBA1), oligodendrocytes (OLIG2), or NG2 glial cells (NG2) (Fig. 1D). Likewise, the immunoprecipitated fraction was only enriched for astrocyte markers and not for markers of other cell types (Fig. 1E).

**Fig. 1:**
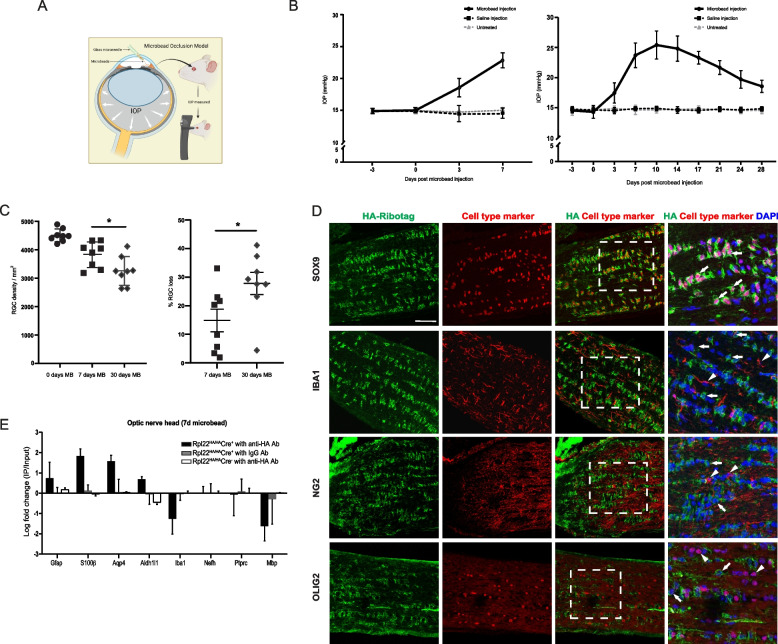
Characterization of the microbead occlusion model and the ribotag mouse. **A** Schematic depicting the microbead occlusion model of elevating the IOP followed by IOP measurement. **B** IOP measures for the two cohorts of animals that were sacrificed at 7 and 30 days. *N* = 6 for each of the 3 independent groups for each 7 and 30 days; microbead injected mice, saline injected mice, and naïve untreated mice. Mean ± SEM. **C** Loss of ganglion cell density in the treated eye and loss of ganglion cell in the treated eye as a percentage of the untreated contralateral eye. *N* = 8 biological replicates. * *p* < 0.05. Paired students t-test. MB = microbead injected. **D** Immunostaining for HA and cell-specific markers in the optic nerve of Rpl^HA/HA^/Cre^+^ mice. All images are longitudinal sections of the nerve head region, with the retinal end of the optic nerve on the left. Scale bar in top left panel = 50 µm and applies to all panels. **E** RT-qPCR of the immunoprecipitate (IP) and input from 7 day microbead injected optic nerve heads showing enrichment of astrocyte ribosomal mRNAs over other cell types. *N* = 4 per group. Mean ± SEM

### Cluster analysis reveals temporally distinct phases of the optic nerve head astrocyte response to elevated intraocular pressure

We began our analysis of the effects of elevated IOP on ONH astrocytes by examining how global gene expression levels vary over time using a likelihood ratio test (LRT). This analysis determines sets of genes that exhibit similar variations in expression over time, and which can then be tested for pathway enrichment. We focused on the ONH region because of its importance as a site of neurodegeneration in glaucoma. A total of 15,218 genes were tested for differential expression across time in the microbead injection condition using the LRT model. Of these, 905 significantly variable genes were identified (adjusted *p*-value < 0.05) and could be grouped into four statistically unique clusters (Fig. 2 and see Table S2 for genes in each cluster): 1 (466 genes), 2 (266 genes), 3 (77 genes), and 4 (96 genes). 

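Counts were available for the part of the time course between 7 and 30 days, and the genes that the authors list in Clusters 1 and 2 were followed over it in the ONH. Of the 466 genes of Cluster 1, 465 were higher at 30 days than at 7 days, with a median log2FC of 0.80 and an interquartile range from 0.60 to 1.05. Of the 266 genes of Cluster 2, 262 were tested and 258 of these were lower at 30 days, with a median log2FC of -0.78 and an interquartile range from -1.54 to -0.44. An unadjusted p-value under 0.05 was found for 403 genes of Cluster 1 and 203 of Cluster 2. Adjusted over all genes tested, 0 genes of either cluster passed the threshold with edgeR, and DESeq2 called 201 and 114. The clusters were defined on data that include these libraries, so these directions are a description and carry no test of their own. Scaling by library size only moved the medians to 0.76 and -0.82.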

The two largest gene clusters (Clusters 1 and 2) demonstrated a temporal pattern reflective of a late response in that there was no significant change between 0 and 7 days—surprising as this coincided with the period of IOP increase in our microbead model—followed by an increase (Cluster 1) or decrease (Cluster 2) towards 30 days, a period when the IOP gradually declined. Over-representation analysis (ORA) against the Reactome database determined Cluster 1 to be primarily enriched in pathways for protein and RNA metabolism (encompassing genes encoding for eukaryotic translation initiation factors and ribosomal proteins), and oxidative phosphorylation (respiratory electron transport, ATP synthesis, Complex I biogenesis, and TCA cycle). 

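Cluster 1 lists 31 subunits of the oxidative phosphorylation complexes, 15 of them of complex I, 4 of complex III, 5 of complex IV and 7 of ATP synthase. All 31 were higher in the ONH at 30 than at 7 days, with log2FC from 0.34 to 1.72. The 15 complex I subunits had a median log2FC of 0.87, and 14 of them had an unadjusted p-value under 0.05. The smallest adjusted p-value among the 15 was 0.182 with edgeR, and DESeq2 called 7 of them. The cluster also lists 36 cytosolic ribosomal proteins, all of them higher at 30 days with a median log2FC of 0.92.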

Here, most genes encoded for complexes of the respiratory electron transport chain, in particular complex I, the complex producing the most reactive oxygen species (Fig. 2; Table S2) [38]. Cluster 2 was particularly enriched for cholesterol biosynthesis, steroid metabolism, and keratinization and cornification.

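Cluster 2 holds 4 keratins, Krt4, Krt5, Krt14 and Krt19, which were all lower in the ONH at 30 than at 7 days, with log2FC from -6.15 to -2.58. It also holds 7 genes of cholesterol biosynthesis (Cyp51, Fdft1, Sqle, Tm7sf2, Hsd17b7, Sc5d and Dhcr7). Their fall between 7 and 30 days was smaller, with a median log2FC of -0.13, and 1 of the 7 had an unadjusted p-value under 0.05. None of the 7 was called by edgeR or DESeq2.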

**Fig. 2:**
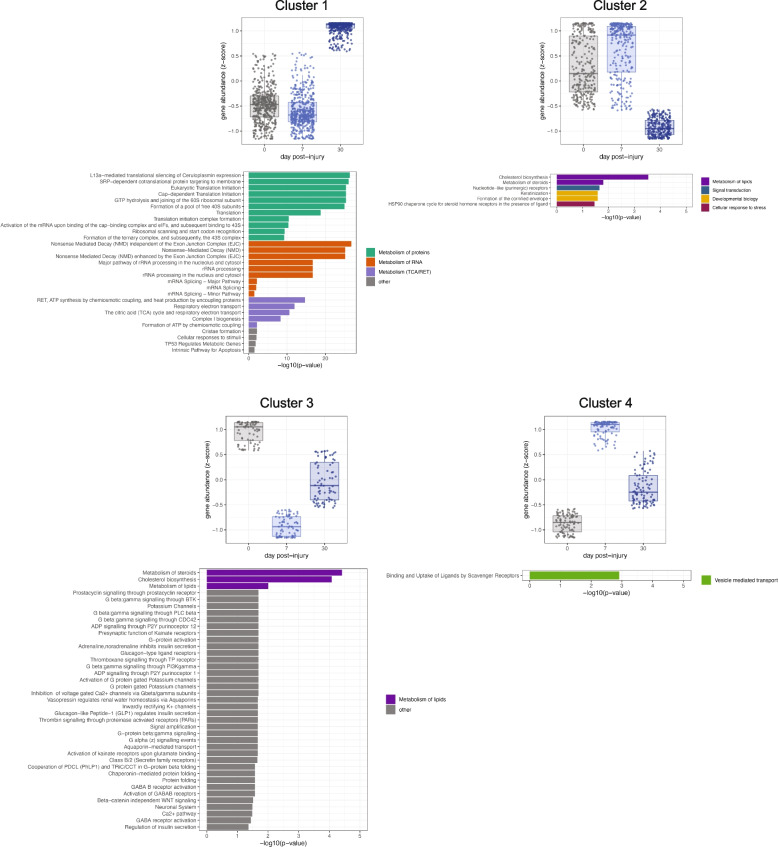
Cluster analysis reveals temporally distinct phases of the optic nerve head astrocyte response to elevated IOP. Cluster analysis using likelihood ratio test (LRT) on the 15,218 genes found to be differentially expressed across time and condition. This analysis determines sets of genes that exhibit similar variations in expression over time, and which can then be tested for pathway enrichment. 905 significantly variable genes were identified with an adjusted p-value cutoff of 0.05. Over-representation analysis, using the Reactome database was used to determine pathways (q-value < 0.2) enriched for genes from each cluster

In contrast, Clusters 3 and 4 showed an early response, with either a sharp decline (Cluster 3) or increase (Cluster 4) between 0 and 7 days, followed by a return towards baseline. 

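Between 7 and 30 days in the ONH, 75 of the 76 tested genes of Cluster 3 rose, with a median log2FC of 0.40, and 95 of the 96 genes of Cluster 4 fell, with a median log2FC of -0.76. An unadjusted p-value under 0.05 was found for 32 and 59 of them. Here too 0 genes passed the adjusted threshold with edgeR, whereas DESeq2 called 20 and 16. The 4 genes of cholesterol biosynthesis in Cluster 3, Mvd, Acat2, Msmo1 and Hmgcs1, rose with a median log2FC of 0.12, and 0 of the 4 had an unadjusted p-value under 0.05.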

Cluster 3 showed enrichment in the greatest number of pathways, however many contained very few genes and the same set of genes. The most distinguishing were the top 3, cholesterol biosynthesis, and steroid and lipid metabolism. Cluster 4 was enriched in a single pathway with only 4 associated genes (*Apol9b, Calr, Hsp90b1, Stab1*). For each of the 4 clusters, notable genes associated with glaucoma, neuroinflammation, or reactive astrocytes were: Cluster 1 (*Nrf2*, *Hspb1*, *S100β*), Cluster 2 (*Ptgs2*, *Clcf1*), and Cluster 4 (*C2*, *Tlr4*, *Lcn2*, *H2-T23*, *Thbs1*, *Il6ra*) (Table S2).

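Nfe2l2, the gene of NRF2 (ENSMUSG00000015839), had 73.8 ± 14.3 CPM (SD, n = 7) in the ONH at 30 days and 95.8 ± 33.9 CPM (SD, n = 4) at 7 days, a log2FC of -0.40 (standard error 0.22, edgeR adjusted p-value 0.425). Hspb1 (ENSMUSG00000004951) had a log2FC of -0.24 over the same interval (adjusted p-value 0.583). The authors' list of Cluster 1 genes in Table S2 holds neither of these genes. Of the Cluster 2 genes, Ptgs2 (ENSMUSG00000032487) had 1.35 ± 0.705 CPM at 30 days and 4.49 ± 2.90 CPM at 7 days, a log2FC of -1.76 (standard error 0.56, adjusted p-value 0.224), and Clcf1 (ENSMUSG00000040663) a log2FC of -1.31 (adjusted p-value 0.231). The Cluster 4 genes Tlr4, H2-T23, Thbs1 and Il6ra had log2FC between -1.44 and -0.45, with adjusted p-values from 0.248 to 0.497. Lcn2 (ENSMUSG00000026822) had 2.45 ± 1.64 CPM at 30 days and 3.91 ± 2.86 CPM at 7 days, and 8.19 CPM in library 1 of the 7 day ONH accounts for the high SD.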

These results demonstrate important characteristics of the ONH astrocyte transcriptional response: (1) there were at least two temporally distinct phases of the response, (2) there was limited significant early response (e.g., 0 to 7 days); the majority of transcriptional changes happen later in injury (e.g., after 7 days, Clusters 1 and 2), (3) elevations in IOP primarily upregulate oxidative phosphorylation and RNA and protein metabolism, and downregulate cholesterol biosynthesis, and steroid and lipid metabolism, and (4) astrocytes showed a very limited neuroinflammatory response.

### Optic nerve head astrocytes upregulate oxidative phosphorylation, proteolysis and antioxidative capacity following elevated intraocular pressure

Having considered the global patterns of variations over time using the LRT analysis, we next examined whether a pairwise time point comparison would demonstrate previously unappreciated differences. We performed a pairwise comparison between time points, beginning with the ONH. The control data (0 days) we use here was generated in [33]. Examination of the 7 vs 0 (early) and 30 vs 7 day (late) datasets explored transcriptional processes during the injury period when IOP is rising and resolving, while the 30 vs 0 dataset explored changes that persisted at 30 days. Principal component analysis using the top 2000 genes with the greatest variance in expression level across all samples showed moderate clustering between pairwise time point comparisons (Fig. 3A). 

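The components were computed from the authors' variance stabilized log2 values of the 11 ONH libraries at 7 and 30 days, using the 2000 genes with the greatest variance. The first component held 34.8% of the variance and the second 16.0%. The mean score on the first was 9.35 at 30 days and -16.4 at 7 days, and the ranges overlapped, with 30 day pools from -16.2 to 29.2 and 7 day pools from -57.8 to 26.6. An exact two-sided permutation test over all 330 splits of the libraries gave a p-value of 0.13 for the first component and 0.112 for the second. The number of genes moved this most: with all genes in place of the top 2000, the exact p-value was 0.0394 for the first component, on which the ranges still overlapped, and 0.876 for the second.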

In comparing the ONH 7 vs 0 day samples, a total of 17,554 genes were tested for differential expression and of these only 32 were upregulated and 30 were downregulated, indicating an extremely limited transcriptional response from ONH astrocytes over this time period and confirming the LRT findings (Figs. 3B and C, Table S3). Some notable upregulated genes included (Fig. 3D): reactive astrocyte markers (*H2-T23*, *Lcn2*), a transcription factor (*STAT1*), amino acid transporters (*Slc36a2*, *Slc7a5*), apolipoprotein (*Apol9b*), an anchoring protein important for cell motility, stability and scar formation (*Akap12*), and heat shock proteins (*Hspa1b*, *Hsph1*). With very few differentially expressed genes, gene set enrichment analysis (GSEA) against the Reactome database did not find significantly enriched pathways. This was additionally confirmed against the GO and KEGG database.

**Fig. 3:**
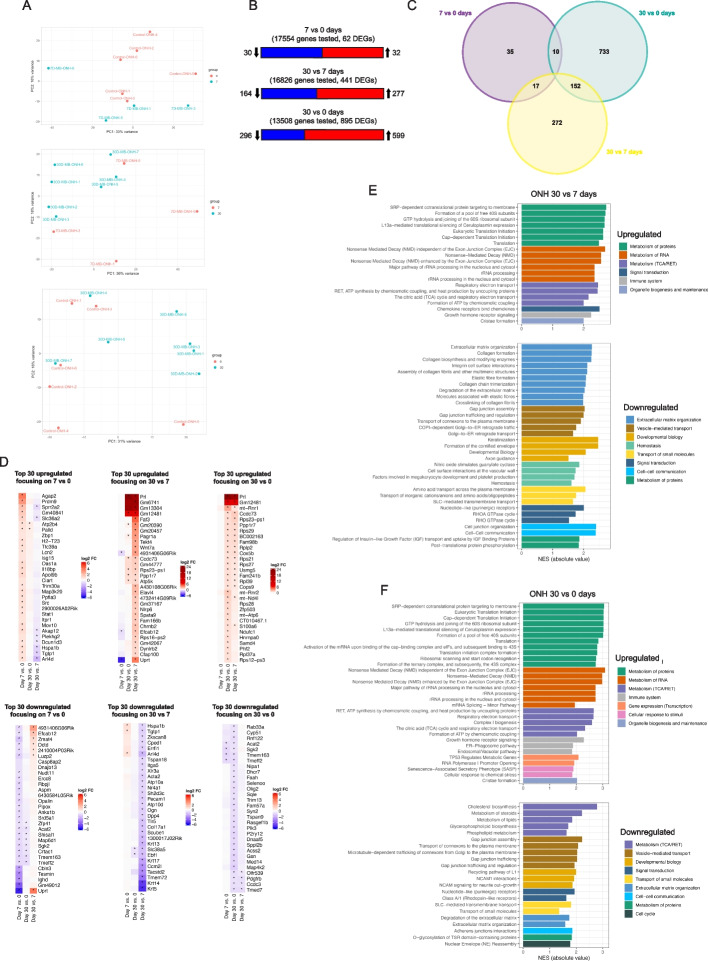
Transcriptional response of optic nerve head astrocytes to elevated IOP. **A** Principal component analysis based on expression levels of the top 2000 most variable genes across 7 vs 0, 30 vs 7 and 30 vs 0 day ONH samples. **B** Number of DEGs for each independent time point pairwise comparison. Significance was adjusted *p*-value < 0.05; no log2 fold change cutoff was applied. **C** Venn diagram showing the number of unique and overlapping DEGs across the 3 independent time point comparisons (adjusted *p*-value < 0.05). **D** Top 30 up and downregulated genes for each of the 3 independent time point comparisons, based on rank from largest to lowest log2 fold change value (absolute value, log2 FC > 0 upregulated, log2 FC < 0 downregulated). **E** Up and downregulated pathways from the 30 vs 7 day sample. Based on over-representation analysis of the up and down regulated genes using the Reactome database. Listed are all pathways with adjusted *p*-value < 0.05. Each pathway is color matched for the broader category it belongs to. NES refers to the normalized enrichment score that accounts for differences in gene set size and in correlations between gene sets and the expression dataset. **F** Up and downregulated pathways from the 30 vs 0 day sample. Based on over-representation analysis of the up and down regulated genes using the Reactome database. Listed are all pathways with adjusted *p*-value < 0.05. Each pathway is color matched for the broader category it belongs to

Lcn2 is an acute-phase secreted protein, a supposed pan-reactive astrocyte marker, and has diverse functions including immune regulation, neuroinflammation, iron homeostasis, cell proliferation, and differentiation [39, 40]. Astrocytes are thought to be the primary source of Lcn2 in the brain and its up regulation has been noted in the retina secondary to glaucoma, implicating it in the promotion of neuroinflammation in the disease [41–47]. Lcn2 is localized to optic nerve astrocytes in optic neuritis [48], but it’s localization in the glaucomatous optic nerve is unknown. We found Lcn2 to be upregulated early (Cluster 4, Fig. 2; pairwise comparisons of 7 vs 0 days, ONH log2FC = 0.73 p.adjust value = 0.04, ONP log2FC = 2.33 p.adjust value = 1.01E-09), but surprisingly not significantly expressed at the mRNA and protein levels (Figs. S1A and B). This result highlights the heterogenous nature of the reactive astrocyte response across regions (retina vs optic nerve) and injury models.

Comparing the ONH 30 vs 7 day samples, a total of 16,826 genes were tested and of these 277 were upregulated and 164 were downregulated (Figs. 3B and C, Table S4), a larger number than between 7 vs 0 days but still a relatively small transcriptional response. 

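Of 15668 genes tested by edgeR in the ONH between 30 and 7 days, 0 had an adjusted p-value under 0.05, the smallest being 0.0700, and 2179 had an unadjusted p-value under 0.05. The biological coefficient of variation was 48.2%. DESeq2 tested 17929 genes and called 446, of which 279 were higher and 167 lower at 30 days, and of the alternatives planned at the start this moved the count most. Counts were also simulated from the dispersions of these libraries, with 200 genes changed 2-fold to 8-fold, a setting that the real libraries need not share. In the simulated counts, 3.81% to 5.33% of the genes called by edgeR and 20.7% to 22.6% of those called by DESeq2 had not been changed. There edgeR recovered 65.7% of the changed genes and DESeq2 75.3% to 76.7%, and of genes changed 2-fold edgeR recovered 29.4% to 33.2%. Of the 277 upregulated and 164 downregulated genes that the paper lists in Table S4, 424 passed edgeR's filter and all of these changed in the same direction here. Their edgeR adjusted p-values had a median of 0.189 and reached 0.374, and DESeq2 called 433 of the listed genes. The authors called this list on the same libraries, so the shared direction and the DESeq2 calls add no independent support. For 358 genes (2.28%) the 30 day and 7 day pools did not overlap, against 0.606% by chance. With each library left out in turn, edgeR called 0 to 167 genes and DESeq2 161 to 1517. The paper states that this response, although larger than the earlier one, is relatively small.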

Prolactin (*Prl*) was strongly downregulated in all 7 of the 30 day samples except for one, thus giving the appearance of high upregulation on the heatmap (Fig. 3D). 

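Prl (ENSMUSG00000021342) lies on chromosome 13 of GRCm38 from 27057570 to 27065205. It had 13.8 ± 32.7 CPM (SD, n = 7) in the ONH at 30 days and was listed at 0 in all 4 ONH libraries at 7 days, so no fold change is given. Prl was counted in 3 of the 7 pools at 30 days and reached 87.6 CPM, or 1622 counts, in replicate 7 and 9.02 CPM in replicate 4. It was left out by edgeR's filter for low counts, and its DESeq2 adjusted p-value was 1.89e-08. The growth hormone gene Gh (ENSMUSG00000020713), another hormone gene of the pituitary, had 90.9 CPM in replicate 7, and the next highest of the 22 libraries had 3.71 CPM. Pomc reached 41.9 CPM in the same pool and 17 CPM in the next highest library.

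**Figure D1:**
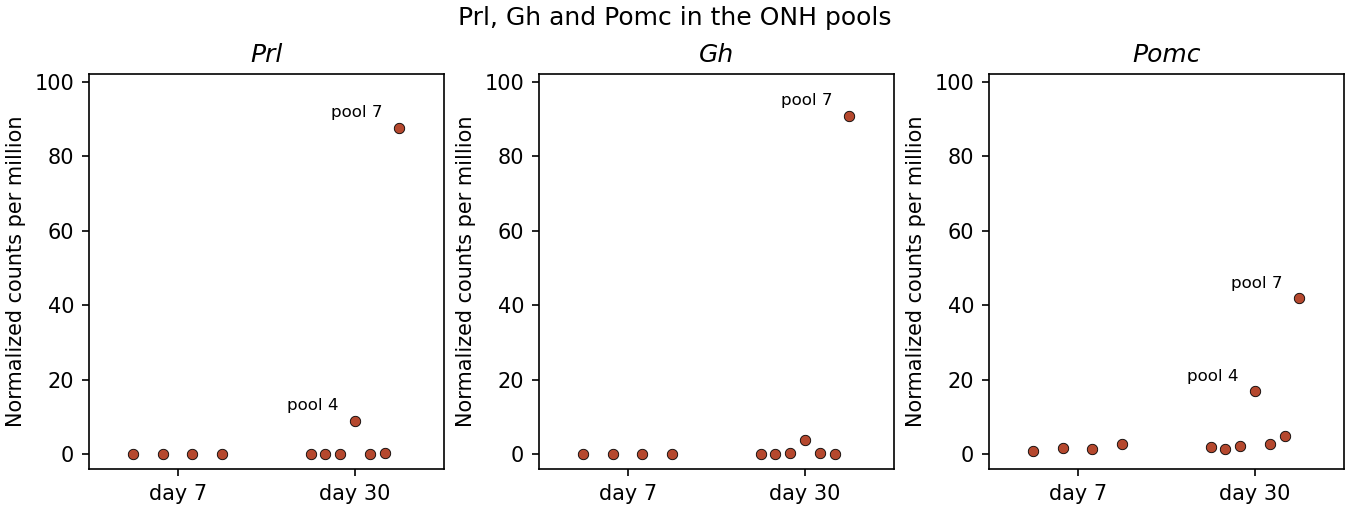
CPM of Prl, Gh and Pomc in each ONH pool at 7 and 30 days, 1 point per pool. Replicate 7 at 30 days holds the highest value of each gene (87.6, 90.9 and 41.9 CPM), and Prl and Gh are at 0 in all 7 day pools.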

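Among genes lower in the ONH at 30 than at 7 days, Krt5 (ENSMUSG00000061527, chromosome 15 of GRCm38, 101707070 to 101712898) had 0.0796 ± 0.165 CPM (SD, n = 7) at 30 days and 5.92 ± 8.58 CPM (SD, n = 4) at 7 days. Its log2FC was -6.15 (standard error 1.20, edgeR adjusted p-value 0.18, DESeq2 adjusted p-value 0.00936), and all 7 pools at 30 days lay below every 7 day pool. Krt14 (ENSMUSG00000045545) behaved alike, with a log2FC of -5.63 (standard error 1.08). For Krt13 the fall was -2.86 on the log2 scale, and 6 of the 7 pools at 30 days lay below all 7 day pools. Without library 1 of the 7 day ONH, the log2FC of Krt13 was -1.18. Krt17 and Col17a1 were too low for edgeR's filter, with means of 0.0201 and 0.0269 CPM at 30 days and 0.852 and 0.855 CPM at 7 days, and DESeq2 gave them adjusted p-values of 0.00583 and 0.0107. Slc38a5 (ENSMUSG00000031170, chromosome X) fell from 12.1 ± 7.04 to 2.48 ± 1.70 CPM, a log2FC of -2.31 (standard error 0.49, edgeR adjusted p-value 0.18). Hspa1b (ENSMUSG00000090877, chromosome 17) fell from 43.2 ± 23.8 to 14.6 ± 4.01 CPM in all 7 pools, a log2FC of -1.58 (standard error 0.33). Atp10a, Atp10d and Pecam1 had log2FC of -1.73, -2.98 and -2.47, and 3, 6 and 3 of the 7 pools at 30 days lay below all 7 day pools. Library 6 of the 7 day ONH held 49 CPM of Pecam1 and 22 CPM of Slc38a5. A score of endothelial marker genes differed by -1.31 on the log2 scale (exact two-sided permutation test, p-value 0.0879). RNA from endothelium was not removed, so the falls of Pecam1 and Slc38a5 need not be those of astrocytes. For Krt5 the SD between the 7 day pools exceeded their mean, with 18.7 CPM in library 1.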

Downregulated genes included (Fig. 3D): keratins (*Krt5*, *Krt13*, *Krt14*, *Krt17*), amino acid transporter (*Slc38a5*), heat shock protein (*Hspa1b*), collagen (*Col17a1*), ATPase transporters (*ATP10a*, *ATP10d*) and *Pecam1*. 

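Gene sets were tested in the ONH between 30 and 7 days by preranked enrichment (fgsea) on the signed root of edgeR's F statistic, with 19 sets written by symbol, since the Reactome sets were not available. Subunits of oxidative phosphorylation had a normalized enrichment score (NES) of 3.21 (adjusted p-value 1.22e-24). Of the 96 subunits tested, 85 were higher at 30 days, with a median log2FC of 0.51. Complex I subunits alone had an NES of 2.86, with 38 higher and 6 lower. Cytosolic ribosomal proteins had an NES of 3.29 (adjusted p-value 1.57e-26), and 84 of 85 were higher, with a median log2FC of 0.56. The alternative that moved these results most was limma's camera, a test that allows for correlation between genes, with an adjusted p-value of 0.277 for both sets. As single genes, 0 subunits or ribosomal proteins had an edgeR adjusted p-value under 0.05, and DESeq2 called 18 and 15. The mean log2 CPM of the oxidative phosphorylation set was 6.59 ± 0.25 (SD, n = 7) at 30 days and 6.02 ± 0.34 (SD, n = 4) at 7 days. That of the ribosomal protein set was 5.98 ± 0.36 and 5.30 ± 0.47. The complex IV subunit Cox5b (ENSMUSG00000061518, chromosome 1, 36691449 to 36693681) had 141 ± 52.8 CPM at 30 days and 53.8 ± 20.1 CPM at 7 days, a log2FC of 1.36 (standard error 0.29, edgeR adjusted p-value 0.18, DESeq2 adjusted p-value 0.00279), with all 7 pools at 30 days above every 7 day pool. The complex I subunit Ndufc2 (ENSMUSG00000030647, chromosome 7, 97400003 to 97407802) had 105 ± 36.5 and 70.4 ± 29.3 CPM, a log2FC of 0.54 (standard error 0.28, adjusted p-value 0.398 with edgeR and 0.360 with DESeq2).

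**Figure D2:**
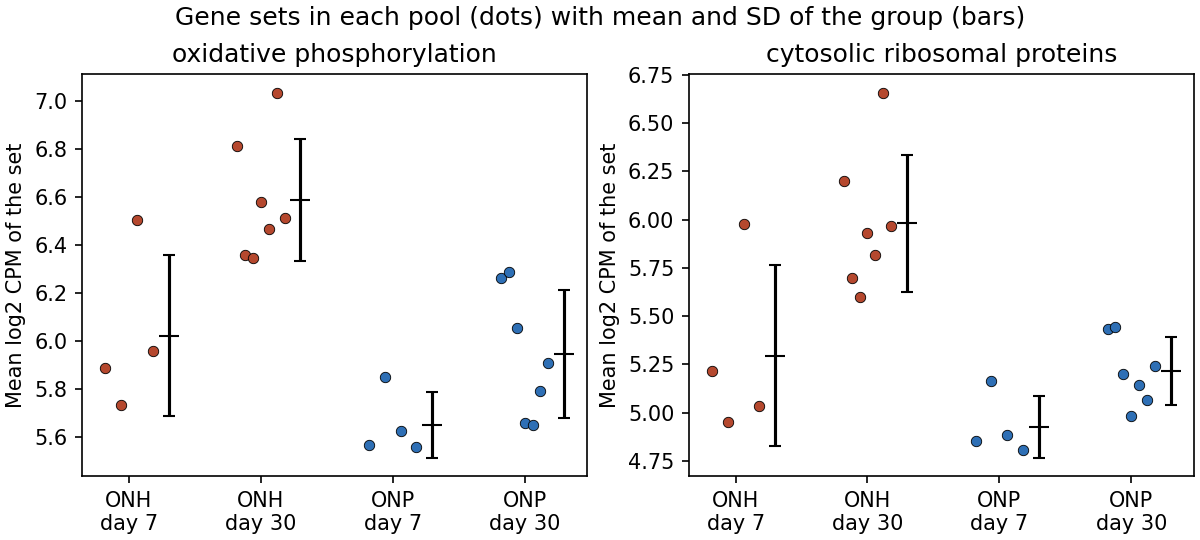
Mean log2 CPM of the oxidative phosphorylation and cytosolic ribosomal protein genes in each pool (points) of the ONH and ONP at 7 and 30 days, with the group mean and SD (bars). In the ONH the oxidative phosphorylation mean is 6.02 at 7 days and 6.59 at 30 days.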

Pathway analysis showed robust upregulation of oxidative phosphorylation (primarily in the respiratory electron transport chain subunits, as observed in the LRT analysis), and RNA and protein metabolism (Fig. 3E; Table S4). Upregulation of the complex I subunit *Ndufc2* and the complex IV subunit *Cox5b* was confirmed at the protein level using immunohistochemistry (Figs. S1C-H). 

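Keratins fell in the ONH from 7 to 30 days with an NES of -2.41 (adjusted p-value 1.00e-06), and 14 of the 17 tested were lower, with a median log2FC of -2.58. Across the 11 ONH libraries, with each day's mean removed, the keratin score followed that of other genes of surface epithelium (Pearson's r = 0.712, permutation p-value 0.0198, adjusted over 6 relations 0.0396). Spearman's rho was 0.4 (permutation p-value 0.224), and r without the 2 libraries farthest from the median was 0.202, so the relation rests on those libraries. Collagens had an NES of -2.24 (adjusted p-value 1.14e-05), with 29 of 35 lower and a median log2FC of -0.43. For integrins, 16 of 24 were lower and the NES of -1.30 did not pass the threshold (adjusted p-value 0.177). Connexins had an NES of -1.73 (adjusted p-value 0.0235), with 6 of 9 lower. This result did not hold with genes of at least 10 counts in every sample (NES -1.34, adjusted p-value 0.205) or with a correction for gene length and GC content (NES -1.55, adjusted p-value 0.0774).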

Many of the downregulated processes relate to astrocyte morphology (keratinization, RHO GTPase), their interaction with the surrounding extracellular matrix (collagens, integrins) and communication with each other (gap junction/connexin regulation) (Fig. 3E). These transcriptomic data are supportive of the known changes in morphology and spatial arrangement that reactive ONH astrocytes undergo in glaucoma, characterized by a general loss of processes and branching, detachment and retraction of distal processes and terminals from the circumferential surface, hypertrophy of remaining processes and in chronic cases becoming amoeboid in shape [17, 19, 49, 50]. These changes would also be expected to break the gap junctional connections between astrocytes. In addition, our data predicts a downregulation in the transport of substrates across astrocyte membranes. 

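Among members of the solute carrier (SLC) families, 147 of 213 tested genes were lower and 66 higher in the ONH at 30 than at 7 days, with an NES of -2.06 (adjusted p-value 1.22e-08). In the ONP, 126 of 211 were lower and 85 higher, with an NES of -1.63 (adjusted p-value 0.000323). The difference between the regions, tested as an interaction, had an NES of 1.09 (adjusted p-value 0.379). Scaled by library size only, 107 SLC genes were lower and 104 higher in the ONP, and this scaling moved the median log2FC of all genes in the ONP by 0.114. For connexins in the ONP, 6 of 10 were lower and the NES was -0.94 (adjusted p-value 0.563), and the interaction had an NES of 1.31 (adjusted p-value 0.276).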

Two of the broader categories—vesicle-mediated transport (processes for gap junction/connexin transport and regulation) and transport of small molecules (processes for SLC-mediated, amino acids, cations/anions transport)—were unique to the ONH astrocyte response and not present in the ONP astrocyte response at any time (see below). Some, but not all of these processes recover by 30 days (see 30 vs 0 day comparison below). Subsequent GSEA on the biological process and molecular function subset of the gene ontology (GO) database confirmed these changes, many downregulated processes were associated with cell adhesion and extracellular matrix organization (Fig. S1I). Ribosomal structure was the only GO biological process upregulated (Fig. S1I), in line with the upregulation of oxidative phosphorylation. KEGG pathway analysis predictably showed an upregulation of ribosome and oxidative phosphorylation pathways and downregulation of tight junction, focal adhesion, MAPK and IL-17 signaling pathways (Fig. S1I). Leukocyte transendothelial migration was downregulated, a pathway significantly upregulated in whole ONH tissue gene expression data from the DBA/2 J mouse model of glaucoma [51].

A comparison of the ONH 30 vs 0 day sample showed many persistent transcriptional changes at 30 days, a time when IOP was declining. A total of 13,508 genes were tested and of these 599 were upregulated and 296 were downregulated, the greatest number of DEGs of all three time point comparisons (Fig. 3B, Table S5). The majority of the top 30 upregulated genes encode for ribosomal proteins (*Rps23-ps1*, *Rps29*, *Rplp2*, *Rps21*, *Rps27*, *Rpl39*, *Rps28*, *Rpl37a*, *Rps12-ps3*) and electron transport chain subunits (*Cox5b*, *Ndufc1*, *Usmg5*, *mt-Atp6*, *mt-Nd4l*)(Fig. 3D). Two noteworthy genes on the list were *mt-Rnr1* (MOTS-c) and *mt-Rnr2* (Humanin), both of which have a number of cyto- and metaboloprotective effects [52]. The vast majority of mitochondrial proteins are encoded by nuclear genes, however, both MOTS-c and Humanin are mtDNA-encoded peptides that act as “retrograde signals” relaying activity and stress signals back to the nucleus to enact changes in gene expression of nucleus-encoded mitochondrial proteins and other factors needed to maintain cellular and mitochondrial homeostasis [53, 54]. Some of the stresses known to induce this retrograde signaling include altered mitochondrial ATP production, reactive oxygen species generation and unfolded/improperly imported proteins [55], processes that were significantly upregulated in this study (see below). The top 30 downregulated genes included those for cholesterol/sterol biosynthesis (*Cyp51*, *Acat2*, *Dhcr7*, *Sqle*, *Acss2*), fatty acid biosynthesis (*Faah*), the transcription factor *Olig2*, purinergic receptor *P2ry12* and *Pdgfrb* (Fig. 3D). Processes for energy metabolism remained upregulated, particularly oxidative phosphorylation, and RNA and protein metabolism (Fig. 3F; Table S5). Other notable upregulated pathways at 30 days included ER-phagosome, endosomal/vacuolar, senescence-associated secretory phenotype (SASP) and cellular response to stimuli. Interestingly, genes encompassed in these pathways are involved in proteolysis—essential for many cellular processes of which a key one is the response to oxidative stress—and include histocompatibility complexes, anaphase-promoting complexes, ubiquitin conjugating enzymes, and proteosome subunits (Table S5). Numerous antioxidant genes were represented within the cellular response to stimuli category, including glutathione peroxidases, peroxiredoxins, superoxide dismutases and thioredoxins (Table S5). Further suggesting an important role of proteolysis, we also observed the upregulation of heat shock proteins early in injury (*Hsp90* in Fig. 2, Cluster 4; *Hspa1b* in Fig. 3D, upregulated in 7 vs 0 days), which identify misfolded or unfolded proteins and target them for proteasomal degradation. Consistent with the LRT analysis, there was persistent downregulation of cholesterol, lipid, and steroid metabolism at 30 days (Fig. 3F). However, additional downregulated pathways emerged in this pairwise comparison, including those for vesicle-mediated transport (gap junction assembly/trafficking, transport of connexons to the plasma membrane), extracellular matrix organization, cell–cell communication (adherens junction interactions) and transport of small molecules (SLC-mediated transmembrane transport). The number of pathways associated with extracellular matrix organization was reduced compared to the 30 vs 7 days comparison (Fig. 3E), suggesting that tissue remodeling programs and morphological changes associated with elevated IOP have normalized by 30 days. Supplementary GSEA on the biological process and molecular function subset of the GO database and KEGG pathway analysis confirmed these findings (Fig. S1J).

We next sought to determine upstream transcription factors associated with the reactive ONH astrocyte response at 30 days. We derived a transcription factor activity enrichment score based on the log2 fold change differential expression analysis of two groups (day 30 vs 0) and observed only limited clustering of differentially expressed transcription factors by condition (Fig. S2A). We performed motif analysis with HOMER to search for existing motifs that were enriched in regions flanking the transcription start site (TSS) of an input list of genes; here we focused on significantly upregulated genes (adjusted *p*.value < 0.05, log2FC > 0, motifs searched within a region of ± 2 kb around the TSS). Five motifs and their corresponding transcription factors were found to be enriched (ETS, YY1, ELF1, Elk1, Elk4, Fig. S2B).

We previously showed that cocaine and amphetamine-regulated transcript (*Carpt*) is an ONH astrocyte specific marker [33]. 

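Cartpt (ENSMUSG00000021647) lies on chromosome 13 of GRCm38 from 99898489 to 99901091. In the ONH it had 1748 ± 626 CPM (SD, n = 7) at 30 days and 1605 ± 823 CPM (SD, n = 4) at 7 days, a log2FC of 0.10 (standard error 0.33, edgeR adjusted p-value 0.913, DESeq2 adjusted p-value 0.927). The difference was smaller than the spread between pools, and with single libraries left out the log2FC ranged from -0.11 to 0.49.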

Here we found that it was not differentially expressed at any time following IOP elevation (7 vs 0 days, log2FC = 0.02, p.adjust 0.95; 30 vs 7 days, log2FC = 0.03, p.adjust 0.92; 30 vs 0 days, log2FC = 0.12, p.adjust 0.54; Tables S3, 4 and 5). It was the top differentially expressed gene in ONH vs ONP comparison at 30 days (Fig. S2C), and its in-situ and immunohistochemical localization remained within ONH astrocytes at 7 and 30 days (Fig. S2D and E). 

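In the ONP at 30 days Cartpt had 3.82 ± 2.09 CPM (SD, n = 7). The log2FC between the ONH and ONP was 8.84 (standard error 0.43, edgeR adjusted p-value 1.39e-09), and all 7 ONH pools lay above every ONP pool. Ordered by p-value Cartpt was number 6 and by the size of the log2FC number 3 of the 15133 genes tested, and with DESeq2 it was number 2 and number 4. Mgarp came first by p-value with both tools. With the replicate as a block, since both regions of a replicate came from the same mice, the log2FC of Cartpt was 8.89 (adjusted p-value 4.79e-09). The paper reads its results as Cartpt remaining a specific marker of these astrocytes.

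**Figure D3:**
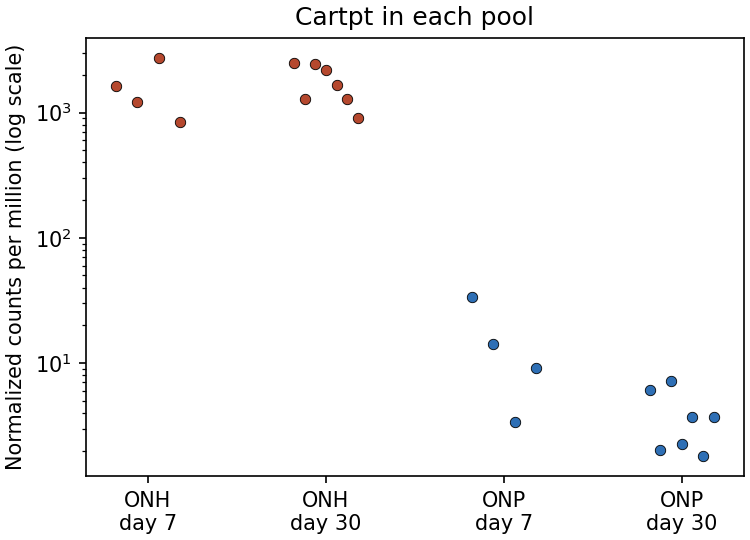
CPM of Cartpt in each pool (points, log scale) of the ONH and ONP at 7 and 30 days. ONH pools lie between 844 and 2740 CPM and ONP pools between 1.81 and 33.7 CPM.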

The results indicate that *Cartpt* remains a specific marker of ONH astrocytes following IOP elevations.

### Optic nerve proper astrocytes show a greater transcriptional response to elevated intraocular pressure than optic nerve head astrocytes and they also primarily upregulate oxidative phosphorylation

Optic nerve pathology in glaucoma preferentially affects the nerve head tissue region and we hypothesized that astrocytes in the myelinated ONP region would behave differently to those in the ONH region. 

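For the 11 ONP libraries at 7 and 30 days the first component held 45.2% of the variance and the second 18.4%. On the first, 30 day pools scored from -22.5 to 38.3 and 7 day pools from -31.9 to -14.2, with means of 12.7 and -22.2 (exact two-sided permutation test over 330 splits, p-value 0.0424). On the second, 30 day pools scored from -4.21 to 34.4 and 7 day pools from -21.5 to -8.63, without overlap (exact p-value 0.0152). With the top 500 genes the p-value of the first component was 0.127, and with all genes that of the second was 0.0515.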

Principal component analysis using the top 2000 genes with the greatest variance in expression level across all samples showed clear separation for the 30 vs 7 day samples (Fig. 4A). 

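The difference between the 30 vs 7 day change in the ONP and that in the ONH was tested gene by gene as an interaction over all 22 libraries. Of 16748 genes tested, 91 had an adjusted p-value under 0.05, of which 25 changed more positively in the ONP and 66 more negatively, and 2103 had an unadjusted p-value under 0.05. DESeq2 called 409 genes, and the count fell to 50 without a filter for low counts. Across the 14955 genes tested in both regions the log2FC of the ONP and ONH had a Pearson's r of 0.350, a value across genes, which are not independent replicates. Of the 2582 ONP DEGs also tested in the ONH, 1946 (75.4%) changed in the same direction there, and 566 did so with an unadjusted p-value under 0.05. Their median absolute log2FC was 0.73 in the ONP and 0.34 in the ONH. These genes were chosen by their change in the ONP, which favors the larger value there. Without such a choice, the SD of the log2FC was 0.476 over 9892 genes in the ONP and 0.458 over 9992 genes in the ONH. Both SDs include sampling error.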

Based on the number of DEGs between the three independent pairwise time point comparisons, ONP astrocytes showed a greater transcriptional response than ONH astrocytes (Fig. 4B). Although both have approximately the same number of DEGS at 30 days (895 vs 781), ONP astrocytes experienced a greater early change (7 vs 0 days) and during the remainder of the injury period (30 vs 7 days). Comparing the 7 vs 0 day samples there were 310 DEGs (contrasting with only 62 in ONH astrocytes; Figs. 3B and C, Table S6), 143 were upregulated and 167 downregulated. Of the top 30 upregulated genes many were keratins (*Krt5, 6a, 13, 14, 17*), and several were in common with the top 30 upregulated genes in ONH astrocytes (*Lcn2*, *Apol9b*, *Hspa1b*) (Fig. 4D). Unlike the ONH astrocyte response at this time, pathway analysis showed differential regulation of several processes (Fig. 4E; Table S6). Keratins are intermediate filaments that function as part of the cytoskeleton to mechanically stabilize cells against physical stress. This occurs through connections to desmosomes and hemidesmosomes. Keratinization and cornification increase keratin production, which is in line with the view that astrocytes experience mechanical stress following elevated IOP; however, it was surprising that an early increase was observed in ONP and not ONH astrocytes. 

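In the ONP, 13 of the 17 keratins tested were lower at 30 than at 7 days, with a median log2FC of -1.26, and the NES of -1.29 did not pass the threshold (adjusted p-value 0.195). The interaction between region and day for the keratins had an NES of 1.45 (adjusted p-value 0.174). Krt14 in the ONP fell from 11.1 ± 12.5 CPM (SD, n = 4) to 0.234 ± 0.480 CPM (SD, n = 7), a log2FC of -5.53 (standard error 1.07, edgeR adjusted p-value 0.00569), and all 7 pools at 30 days lay below every 7 day pool. Krt5, Krt6a and Krt13 fell by 2.78, 2.91 and 2.90 on the log2 scale with edgeR adjusted p-values of 0.110, 0.121 and 0.0763, each in 6 of 7 pools. Of these, Krt13 was called by DESeq2 (adjusted p-value 0.00122). With single libraries left out, the log2FC ranged from -4.68 to -1.94 for Krt5 and from -4.87 to -1.71 for Krt6a. Each of these genes passed the threshold with edgeR in 1 of 11 such fits. In the ONP the keratin score followed other genes of surface epithelium across the 11 libraries with each day's mean removed (Pearson's r = 0.879, permutation p-value 6e-05, Spearman's rho = 0.909, permutation p-value 0.00028), and r was 0.853 without the 2 libraries farthest from the median.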

Keratinization and cornification were downregulated in both ONH and ONP (see below) astrocytes between 7 and 30 days, indicating that strengthening was only required early when IOP was rising. Genes annotated for cell–cell communication mediate the formation and maintenance of adherens junctions, tight junctions, as well as aspects of cellular interactions with the extracellular matrix and hemidesmosome assembly.

**Fig. 4:**
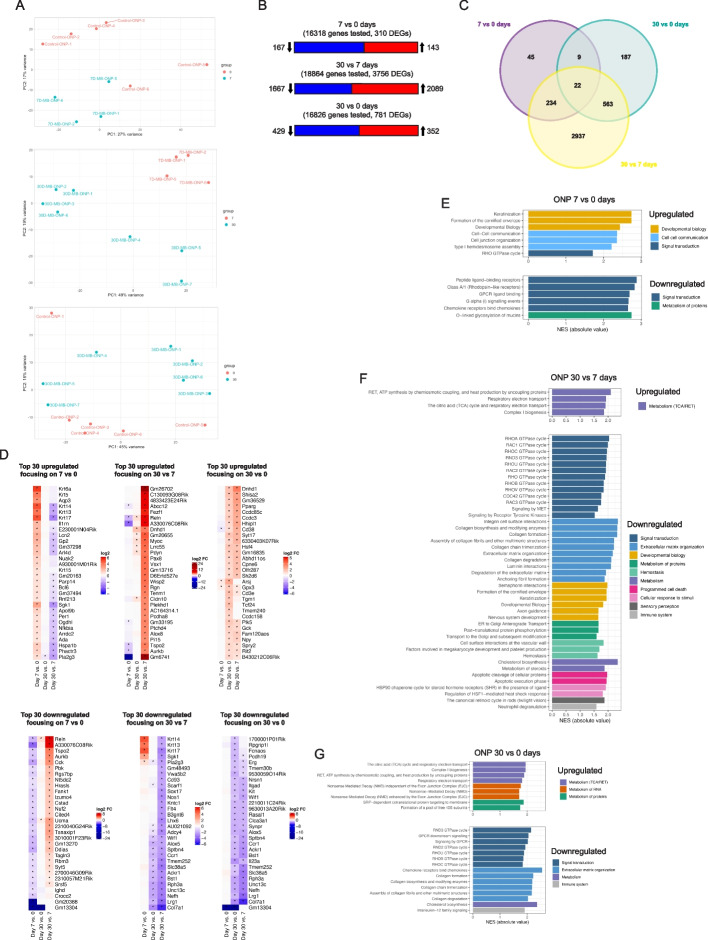
Transcriptional response of optic nerve proper astrocytes to elevated IOP. **A** Principal component analysis based on expression levels of the top 2000 most variable genes across 7 vs 0, 30 vs 7 and 30 vs 0 day ONP samples. **B** Number of DEGs for each independent time point pairwise comparison. Significance was adjusted *p*-value < 0.05; no log2 fold change cutoff was applied. **C** Venn diagram showing the number of unique and overlapping DEGs across the 3 independent time point comparisons (adjusted *p*-value < 0.05). **D** Top 30 up and downregulated genes for each of the 3 independent time point comparisons, based on rank from largest to lowest log2 fold change value (absolute value, log2 FC > 0 upregulated, log2 FC < 0 downregulated). **E** Up and downregulated pathways from the 7 vs 0 day sample. Based on over-representation analysis of the up and down regulated genes using the Reactome database. Listed are all pathways with adjusted *p*-value < 0.05. Each pathway is color matched for the broader category it belongs to. NES refers to the normalized enrichment score that accounts for differences in gene set size and in correlations between gene sets and the expression dataset. **F** Up and downregulated pathways from the 30 vs 7 day sample. Based on over-representation analysis of the up and down regulated genes using the Reactome database. Listed are all pathways with adjusted *p*-value < 0.05. Each pathway is color matched for the broader category it belongs to. **G** Up and downregulated pathways from the 30 vs 0 day sample. Based on over-representation analysis of the up and down regulated genes using the Reactome database. Listed are all pathways with adjusted *p*-value < 0.05. Each pathway is color matched for the broader category it belongs to

The greatest number of gene expression changes was observed in the 30 vs 7 day comparison where there were 3756 DEGs (2089 upregulated and 1667 downregulated; Figs. 4B and C, Table S7). 

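Of 15491 genes tested by edgeR in the ONP between 30 and 7 days, 2638 (17.0%) had an adjusted p-value under 0.05, 1211 higher and 1427 lower at 30 days. The biological coefficient of variation was 35.0%. DESeq2 tested 18345 genes and called 3711, of which 2054 were higher and 1657 lower, and 2625 of them were also among the 2638. Of the alternatives planned at the start, a single fit of all 4 groups moved the count most, to 1189 DEGs. With each library left out in turn edgeR called 1439 to 3214 genes. The 30 day and 7 day pools did not overlap for 1857 genes (12.0%, against 0.606% by chance), 1650 of them DEGs. In counts simulated at this sample size, with 200 genes changed 2-fold to 8-fold, 3.52% to 3.77% of edgeR's calls were false. For DESeq2 the share was 18.5% to 21.9%. Such a share depends on how many genes change and by how much, so it need not hold for the real calls. A score of other cell types was the mean of the oligodendrocyte, microglial and endothelial scores, each scaled to its SD over all libraries. Between 30 and 7 days in the ONP it differed by -1.19 (exact two-sided permutation test, p-value 0.0242, adjusted 0.086). With this score as a covariate, 900 genes passed the threshold, of which 526 were among the 2638. With the score of oligodendrocyte genes alone the count was 519, of which 336 were among the 2638.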

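All 22 genes that the authors list in Table S8 were tested in the ONP between 30 and 7 days, and 21 had an edgeR adjusted p-value under 0.05, of which 15 were higher and 6 lower at 30 days. The exception was Gpx3, with a log2FC of 0.94 (standard error 0.34, adjusted p-value 0.0733, DESeq2 adjusted p-value 0.0202). Cd38 had a log2FC of 2.32 (standard error 0.33, adjusted p-value 0.00124). In the ONH 19 of the 22 changed in the same direction and 0 passed the threshold. The authors called the 22 genes on data that include these ONP libraries, so their passing again in the ONP adds no independent support.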

Optic nerve proper astrocytes demonstrated 22 genes differentially expressed in all three timepoint comparisons suggesting a common set of injury response genes (Fig. 4C; Table S8). 

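Among ONP genes past the threshold whose 30 day pools all lay on the same side of every 7 day pool, 4 of the 5 with the largest increase, C130093G08Rik, Abcc12, 4833423E24Rik and Fezf1, were listed at 0 in all 4 libraries at 7 days. They had means of 4.14, 2.40, 2.28 and 1.42 CPM at 30 days, and no fold change is given for them. Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702) rose from 0.0103 CPM, which is below the limit of 3 counts in every 7 day library, to 4.15 ± 3.16 CPM (SD, n = 7, edgeR adjusted p-value 0.000941). The largest decreases were those of Col7a1, from 2.93 ± 1.61 CPM to at most 0.0924 CPM (adjusted p-value 0.000240), and Lrg1, Lhx6 and Slc38a5, beside a keratin. Lrg1 (ENSMUSG00000037095, chromosome 17, 56119678 to 56122001) fell from 76.7 ± 13.1 to 3.75 ± 3.54 CPM, a log2FC of -4.38 (standard error 0.56, adjusted p-value 0.000845). Slc38a5 fell from 37.0 ± 5.64 to 2.84 ± 2.22 CPM, a log2FC of -3.73 (standard error 0.50, adjusted p-value 0.00103), and Lhx6 had a log2FC of -3.80 (adjusted p-value 0.00973). A score of endothelial marker genes also fell in the ONP, by -1.97 on the log2 scale (exact two-sided permutation test, p-value 0.00606, adjusted 0.0485). RNA from endothelium was not removed, so the falls of single genes such as Slc38a5 and Lrg1 need not be those of astrocytes.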

The top 30 up and downregulated genes are shown in Fig. 4D. Like ONH astrocytes, oxidative phosphorylation was a key upregulated process, notably the only one (Fig. 4F, Table S7). 

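Of 93 subunits of oxidative phosphorylation tested in the ONP, 73 were higher at 30 than at 7 days (NES 2.91, adjusted p-value 6.39e-17), and 34 passed the threshold as single genes with a higher value and 3 with a lower value. With mitochondrially encoded genes left out, 73 of 80 subunits were higher and 7 lower, so the rise in the ONP was not shared by the mitochondrially encoded subunits. In the ONH 85 of 96 subunits were higher with these genes and 73 of 83 without them. Cytosolic ribosomal proteins rose as well, with an NES of 2.47 (adjusted p-value 4.60e-09), 70 of 85 higher, and 12 past the threshold. The mean log2 CPM of the oxidative phosphorylation set was 5.95 ± 0.27 (SD, n = 7) at 30 days and 5.65 ± 0.14 (SD, n = 4) at 7 days. The interaction of region and day had an NES of -1.64 for oxidative phosphorylation (adjusted p-value 0.00612) and -2.78 for ribosomal proteins (adjusted p-value 1.46e-15), both in the direction of a smaller rise in the ONP. Regrouped at random within each region, the libraries gave a mean statistic as large in 52 and 26 of 100 splits. With the 30 day pairs kept together, 49 and 18 of 100 did. Neither difference can therefore be told apart from a random grouping of the libraries. Under library size only the interaction had a median log2FC near 0 for oxidative phosphorylation, with 48 subunits on either side, as this scaling moved the median interaction of all genes by 0.152. With a score of other cell types as a covariate, the NES of oxidative phosphorylation in the ONP was 1.05 (adjusted p-value 0.478), and in the ONH it was 3.22. The paper names oxidative phosphorylation as a key upregulated process of the ONP, as in the ONH, from its pathway analysis.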

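Collagens were lower in the ONP at 30 than at 7 days for 30 of 34 genes tested, with a median log2FC of -0.68 (NES -2.09, adjusted p-value 4.98e-05), and 9 passed the threshold as single genes. Integrins had an NES of -1.51 (adjusted p-value 0.0674). Of 21 genes of cholesterol biosynthesis, 19 were lower in the ONP, 17 of them past the threshold (NES -2.59, adjusted p-value 1.96e-09), with a median log2FC of -0.73. In the ONH these genes had an NES of -0.53 (adjusted p-value 0.988), and the interaction had an NES of -2.37 (adjusted p-value 8.93e-07). For collagens the interaction had an NES of -1.24 (adjusted p-value 0.278).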

There were a large number of downregulated processes, and of these, extracellular matrix organization and developmental biology were downregulated at this time point comparison in both ONH and ONP astrocytes (Fig. 4F).

A comparison of the 30 vs 0 day sample discovered 781 DEGs (352 upregulated and 429 downregulated; Fig. 4B, Table S9). Among the top 30 upregulated genes were heat shock transcription factor 4 (*Hsf4*), glutathione peroxidase 3 (*Gpx3*), neuropeptide Y (*Npy*), and glucokinase (*Gck*). Top downregulated genes included: collagen (*Col7a1*), WNT inhibitory factor 1 (*Wif1*), RAS protein activator like 1 (*Rasal1*), arachidonate 5-lipoxygenase (*Alox5*), C–C motif chemokine receptor (*Ccr1*), interleukin 23 subunit alpha (*Il23a*), and solute carrier family 38 member 5 (*Slc38a5*). The large reduction in DEGs compared to the 30 vs 7 day comparison indicates many processes are likely to have stabilized by 30 days, and this is also reflected in the reduced number of differentially regulated pathways (Fig. 4G). In all, there were several commonalities and differences in the ONH vs ONP astrocyte response to elevated IOP at 30 days, indicating unique functional specializations in the response of different astrocyte populations in the optic nerve. In common, both ONH and ONP astrocytes upregulate oxidative phosphorylation and RNA and protein metabolism (30 vs 0 days), however, ONH astrocytes additionally upregulated antioxidative capacity and proteolysis. Only ONH astrocytes downregulated processes for vesicle-mediated transport (gap junction/connexon trafficking and regulation) and transport of small molecules (SLC-mediated, amino acids, cations/anions). Although both ONH and ONP astrocytes downregulated cholesterol biosynthesis, ONH astrocytes also downregulated other lipid pathways, including steroid, phospholipid and glycerophospholipid metabolism.

### Elevated intraocular pressure increases ATP production, mitochondrial biogenesis and shifts the cellular source of ATP

Along with the transcriptional upregulation of oxidative phosphorylation, ONH astrocytes showed an increase in ATP production (Fig. 5A) and mitochondrial biogenesis (Fig. 5B). Using an assay to measure glycolysis and oxidative phosphorylation we observed a metabolic shift in cellular ATP source in response to elevated IOP; ONH astrocytes significantly doubled the proportion of ATP derived from oxidative phosphorylation (from 16 to 32%) and decreased the amount from glycolysis (from 84 to 68%; Fig. 5C), consistent with the transcriptional observations. Interestingly, there was no such shift in ONP astrocytes following elevated IOP (Fig. 5C). Although we use whole tissues for these assays, as the optic nerve head and proper regions are densely populated with astrocytes it is most likely the results reflect changes in astrocyte metabolism. Oxidative phosphorylation also increases the production of reactive oxygen species and ONH astrocytes upregulated defense genes including glutathione peroxidases, peroxiredoxins, superoxide dismutases and thioredoxins (Fig. 3F and Table S5). We used a DHE (dihydroethidium) assay kit to measure reactive oxygen species directly in live unfixed cells at 30 days and indeed found the levels to be significantly lower in all cells of the ONH region compared to the ONP, consistent with an upregulation in the defense gene activity (Fig. 5D).

**Fig. 5:**
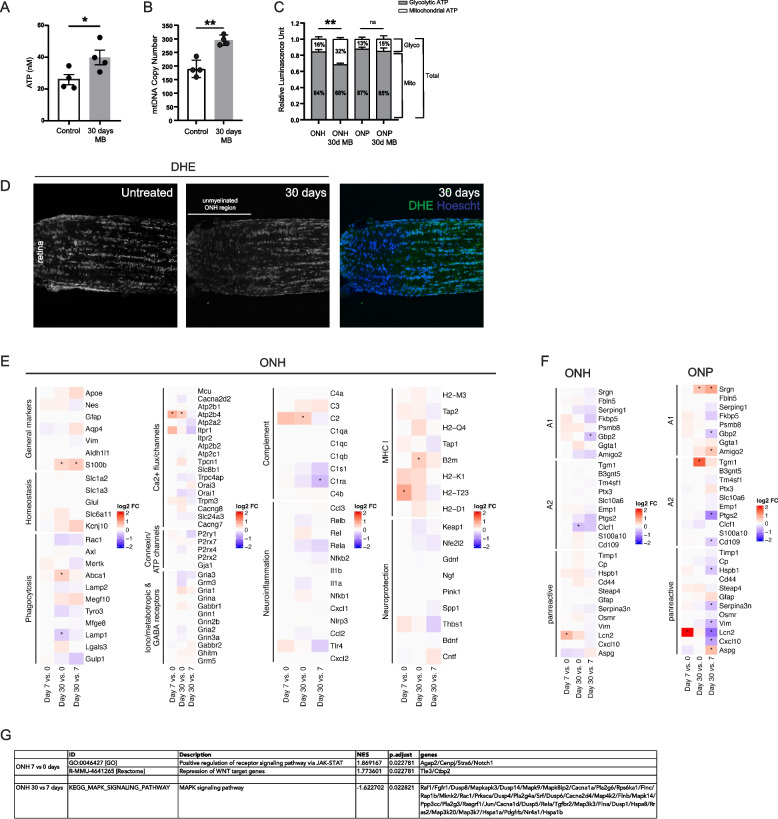
Expression of various astrocyte genes and signaling pathways. **A** Functional ATP assay measuring ATP levels in optic nerve head tissues from control and 30 days microbead injected animals. MB = microbead injected. *N* = 4 for each group. Mean ± SEM. * *p* < 0.05. **B** Mitochondrial biogenesis in optic nerve head tissues from control and 30 days microbead injected animals. MB = microbead injected. *N* = 4 for each group. Mean ± SEM. ** *p* < 0.01. **C** Changes in the proportion of cellular ATP derived from glycolysis versus oxidative phosphorylation in response to elevated IOP within optic nerve head tissues. Oligomycin was used to inhibit ATP synthesis by oxidative phosphorylation. *N* = 4 for each group. Mean ± SEM. *** *p* < 0.01. **D** Reactive oxygen species was measured using DHE (dihydroethidium) labeling of live unfixed longitudinal sections of the optic nerve. **E** Log2 fold change values for various astrocyte genes, as determined in the differential expression analysis of the 3 independent time point pairwise comparisons. Astericks indicate significant differences between the 2 groups (adjusted *p*-value < 0.05). **F** Log2 fold change values for reactive astrocytes genes, as determined in the differential expression analysis of the 3 independent time point pairwise comparisons. Astericks indicate significant differences between the 2 groups (adjusted *p*-value < 0.05). **G** Gene set enrichment analysis on the 3 time point pairwise comparisons against a user defined subset of the GO, KEGG and Reactome pathway, focusing on key reactivity and injury signaling pathways: nuclear factor kappa B (NFkB), calcineurin-nuclear factor activating of T-cells (CaN-NFAT), mitogen-activated protein kinase (MAPK), janus kinases/signal transducer and activator of transcription (JAK/STAT), Wnt/b-catenin, and sonic hedgehog (adjusted *p*-value < 0.05). NES = normalized enrichment score

### Genes and pathways that differentiate the optic nerve head astrocytes from those in the optic nerve proper are largely retained following elevated intraocular pressure

We wanted to determine whether the transcriptional profile that differentiated ONH astrocytes vs those in the ONP was retained following elevations in IOP. We compared 30 day ONH samples with matching ONP samples and found that genes and pathways distinguishing ONH vs ONP astrocytes at 0 day [33] continued to be high differentially expressedø in the 30 day comparison. 

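Of 15133 genes tested between the ONH and ONP at 30 days, 6322 (41.8%) had an edgeR adjusted p-value under 0.05, 3296 higher and 3026 lower in the ONH. The libraries of a replicate share their mice, and after removal of each region's mean the same-numbered ONH and ONP libraries had a mean correlation of 0.288 across the 2000 most variable genes, against -0.0454 between other pairs (exact permutation test over 5040 pairings, one-sided p-value 0.00159). With the replicate as a block, 6717 genes passed the threshold, 3340 higher and 3377 lower. DESeq2 without a block called 7271, the count farthest from 6322. Of 2474 genes (16.3%, against 0.0583% by chance) whose ONH pools did not overlap the ONP pools, 2473 were DEGs. Samples at 0 days were not analysed here.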

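Besides Cartpt, the genes Mgarp, Dct, Tes, Clec18a, Cntnap2, Tmem37, Bok, Ankrd33b and Col8a1 were all higher in the ONH than in the ONP at 30 days, with all 7 ONH pools above every ONP pool and log2FC from 2.58 (Col8a1) to 7.72 (Clec18a). Mgarp (ENSMUSG00000037161, chromosome 3, 51388412 to 51396738) had 285 ± 81.5 CPM (SD, n = 7) in the ONH and 3.47 ± 0.697 CPM in the ONP, a log2FC of 6.35 (standard error 0.22, edgeR adjusted p-value 6.55e-11). Tes (ENSMUSG00000029552, chromosome 6) had 282 ± 51.4 and 16.4 ± 3.6 CPM, a log2FC of 4.10 (standard error 0.17, adjusted p-value 2.94e-10). In order of p-value these 9 genes ranged from number 1 (Mgarp) to number 84 (Cntnap2). Among DEGs without overlap between the regions, the largest increases besides Cartpt were those of Pnliprp1, which was listed at 0 in all ONP pools, Pnliprp2 and Nr2e3, which were below the limit of 3 counts there, and Mlana, with a log2FC of 8.87. The largest decreases were those of C130093G08Rik, Alox8, Igsf1, Ccdc3 and Bbox1, from -6.69 to -5.00 on the log2 scale. Nr2e3 belongs to photoreceptors, whose marker genes differed 19.6-fold between the ONH libraries, against 1.98-fold for astrocyte markers. The mean log2 score of melanocyte markers at 30 days was 3.94 in the ONH and -0.115 in the ONP. That of retinal pigment epithelium was 4.91 and 1.54. RNA from pigmented cells was not removed, so the values of Dct and Mlana may not be those of astrocytes.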

Numerous top 50 genes in the ONH vs ONP comparison at 0 days were also found at 30 days, including: *Cartpt*, *Mgarp, Dct*, *Tes*, *Clec18a*, *Cntnap2*, *Tmem37*, *Bok*, *Ankrd33b*, *Col8a1* (compare Fig. S2C with Fig. 3B in [33]). Similarly, oxidative phosphorylation, metabolism of protein, RNA and extracellular matrix organization differentiated ONH vs ONP astrocytes in both 0 and 30 days (Table S10). This indicates that regional astrocyte identity is largely maintained in elevated IOP.

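Oxidative phosphorylation subunits were higher in the ONH than in the ONP at 30 days for 86 of 96 genes, 68 of them past the threshold (NES 2.72, adjusted p-value 1.17e-15). All 85 cytosolic ribosomal proteins were higher in the ONH, 82 past the threshold, with a median log2FC of 0.78 (NES 3.12, adjusted p-value 2.95e-26). Of 32 collagens, 28 were higher (NES 2.32, adjusted p-value 1.50e-07), with a median log2FC of 0.95. With the replicate as a block the NES values were 2.73, 3.18 and 2.29.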

### Optic nerve head astrocytes show a limited neuroinflammatory transcriptional response following elevated intraocular pressure

Having examined genes and pathways differentially expressed using a global, unbiased approach, we next looked at genes of interest related to general astrocyte biology, including canonical astrocyte markers and genes involved in astrocyte homeostasis. We looked at the cytoskeletal markers *Gfap*, *Vim* and *Nes*, the cytosolic markers *Aldh1l1*, *Aldoc*, *S100β*, the lipoprotein *Apoe*, and the water channel *Aqp4* (Fig. 5E). All were not significantly differentially expressed at any time point comparison except for *S100 β * which showed upregulation at 30 days (30 vs 7; log2FC 0.53, p.adjust 0.03; 30 vs 0; log2FC 0.42, p.adjust 0.03). Similarly, very few genes associated with the general function of astrocytes (homeostasis, phagocytosis, Ca^2+^ flux, connexins/ATP channels, receptors) were differentially expressed (Fig. 5E). 

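S100b (ENSMUSG00000033208, chromosome 10, 76253853 to 76261159) had 2035 ± 569 CPM (SD, n = 7) in the ONH at 30 days and 1151 ± 285 CPM (SD, n = 4) at 7 days. Its log2FC was 0.79 (standard error 0.21, edgeR adjusted p-value 0.189, DESeq2 adjusted p-value 0.0296), and all 7 pools at 30 days lay above every 7 day pool. The log2FC was -0.04 for Gfap (ENSMUSG00000020932, standard error 0.23, adjusted p-value 0.951), -0.21 for Vim (adjusted p-value 0.658) and -0.38 for Nes (adjusted p-value 0.510). Aldh1l1 and Aldoc had log2FC of -0.01 and 0.14 (adjusted p-values 0.992 and 0.801). Apoe and Aqp4 were above the 7 day median in all 7 pools, with log2FC of 0.62 and 0.56 (adjusted p-values 0.252 and 0.316). For Gfap and Aldh1l1 the sign changed when single libraries were left out, with log2FC from -0.19 to 0.21 and from -0.14 to 0.23.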

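Over all lists of Fig. 5E, 90 of the 97 genes were tested in the ONH between 30 and 7 days. Of these 18 had an unadjusted p-value under 0.05 and 0 an adjusted p-value under 0.05, whether adjusted over all genes or over the 90 alone. DESeq2 called 2, S100b and C1ra, over all genes and 7 over the list alone. In the ONP 11 of 87 tested genes passed the threshold, with S100b higher and Nes, Atp2b1, Megf10, Glul, Vim, Tyro3, Atp2a2, Itpr2, Kcnj10 and C4b lower at 30 days. Kcnj10 (ENSMUSG00000044708) had a log2FC of -0.75 in the ONP (standard error 0.15, edgeR adjusted p-value 0.00626) and 0.77 in the ONH (standard error 0.23, adjusted p-value 0.202), and its interaction was -1.52 (adjusted p-value 0.0186).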

*Abca1* was upregulated at 30 days (log2FC 0.48, p.adjust 0.02) and is associated with numerous functions such as (1) the efflux of cholesterol and phospholipids to lipid-free apolipoproteins, (2) phagocytosis, although its pathway molecules *Megf10* and *Gulp1* were not upregulated, (3) immune cell regulation and (4) anti-inflammation. *Lamp1* is a lysosomal membrane protein and was downregulated at 30 days (log2FC -0.44, p.adjust 0.03). *Atp2b4* is a plasma membrane Ca^2+^-transporting ATPase and was upregulated at both 7 (log2FC 0.82, p.adjust 0.04) and 30 days (log2FC 0.51, p.adjust 0.02). The ONH is densely populated with astrocytes and is a site of neuroinflammatory changes in glaucoma. Of the genes related to complement, neuroinflammation and MHC I very few were upregulated (Fig. 5E). *C2* was upregulated at day 30 (log2FC 0.53, p.adjust 0.0004) and *C1ra* downregulated (log2FC -0.58, p.adjust 0.04). 

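C1ra (ENSMUSG00000055172) had 5.46 ± 2.29 CPM (SD, n = 7) in the ONH at 30 days and 15.6 ± 13.6 CPM (SD, n = 4) at 7 days, where library 6 alone had 35.8 CPM. Its log2FC was -1.54 (standard error 0.45, edgeR adjusted p-value 0.202, DESeq2 adjusted p-value 0.0453), and 5 of 7 pools at 30 days lay below every 7 day pool. C2 (ENSMUSG00000024371) had 35.5 ± 9.17 CPM at 30 days and 45 ± 20.8 CPM at 7 days, a log2FC of -0.37 over this interval (standard error 0.28, adjusted p-value 0.565).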

*C3*, a general marker of astrocyte reactivity [56] was not differentially expressed, but *H2-T23* was at 7 days (log2FC 0.89, p.adjust 0.01). Select genes for neuroprotection were also not differentially expressed (Fig. 5E).

Particular gene signatures have been identified as being associated with whether the reactive astrocyte response is purportedly damaging (A1 phenotype), purportedly supportive (A2 phenotype) or pan-reactive [56]. Although there are caveats to using this classification system (see Discussion) we have nonetheless provided this analysis as a framework to allow comparison with the many other studies that have already used the nomenclature. Our results showed few genes significantly differentially expressed, with no bias towards any one phenotype (Fig. 5F). 

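Of the 30 A1, A2 and pan-reactive genes of Fig. 5F, all tested in the ONH between 30 and 7 days, 6 had an unadjusted p-value under 0.05 and 0 passed the adjusted threshold. DESeq2 called 1, the A1 gene Gbp2 (ENSMUSG00000028270), which had 120 ± 38.8 CPM (SD, n = 7) at 30 days and 214 ± 51.4 CPM (SD, n = 4) at 7 days. The log2FC of Gbp2 was -0.86 (standard error 0.24, edgeR adjusted p-value 0.189, DESeq2 adjusted p-value 0.0435). The median log2FC was -0.73 for the A1 genes, -0.26 for the A2 genes and -0.22 for the pan-reactive genes. In the ONP 9 of 29 tested genes passed the threshold, 2 higher and 7 lower at 30 days: 1 A1 gene (Srgn), 2 A2 genes (Ptgs2 and Cd109) and 6 pan-reactive genes. Lcn2 in the ONP fell from 4.23 ± 0.619 to 1.35 ± 0.642 CPM, a log2FC of -1.67 (standard error 0.38, adjusted p-value 0.0122).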

Of note, *Lcn2* was an early (7 vs 0 days) upregulated gene in both ONH (log2FC 0.74, p.adjust 0.04) and ONP (log2FC 2.34, p.adjust 1.01 × 10^–9^) astrocytes.

Finally, we used GSEA to ask whether key astrocyte signaling pathways involved in reactivity and the injury response were enriched following elevated IOP. We restricted this follow-up GSEA to six pathways: nuclear factor kappa B (NFkB), calcineurin-nuclear factor activating of T-cells (CaN-NFAT), Mitogen-Activated protein kinase (MAPK), Janus kinases/signal transducer and activator of transcription (JAK/STAT), Wnt/b-catenin, and sonic hedgehog, sourced from the GO, KEGG, and Reactome databases. 

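The 42 genes that Fig. 5G lists for MAPK signaling were tested as a set in the ONP between 30 and 7 days, where 26 were lower and 16 higher at 30 days. The NES was -2.04 (adjusted p-value 6.44e-05), the median log2FC was -0.18, and 11 genes passed the threshold with a lower value and 1 with a higher value. Fig. 5G gives these genes for the fall in the ONH, where all 42 were lower at 30 than at 7 days, so the test of the set there (NES -3.345, adjusted p-value 1.25e-23) adds no independent support. The log2FC of the 2 regions were correlated across genes (r = 0.35), so this choice of genes also favors a fall in the ONP.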

Examining the results from pairwise time point comparison for ONH and ONP astrocytes we found differential expression in a limited number of pathways and only for ONH astrocytes (Fig. 5G). Repression of WNT target genes and positive regulation of receptor signaling pathway via JAK-STAT were significantly upregulated at 7 days. MAPK signaling was significantly downregulated at 30 days.

As neuroinflammation related transcriptional changes have been reported in the ONH region [7–10, 57, 58] and we did not observe differential expression of many neuroinflammatory genes in ONH astrocytes, we hypothesized that other cells within the ONH tissue account for the observation. We used RT-qPCR and compared the expression of select genes between the ONH Input vs IP fraction (Fig. 6A). Indeed, we found that at all time points (0, 7 and 30 days) the Input fraction was significantly more enriched for neuroinflammatory genes compared to the IP, suggesting that non-astrocytes such as microglia upregulate these genes. Moreover, for each gene the enrichment in the Input fraction increased significantly over time (Fig. 6A).

**Fig. 6:**
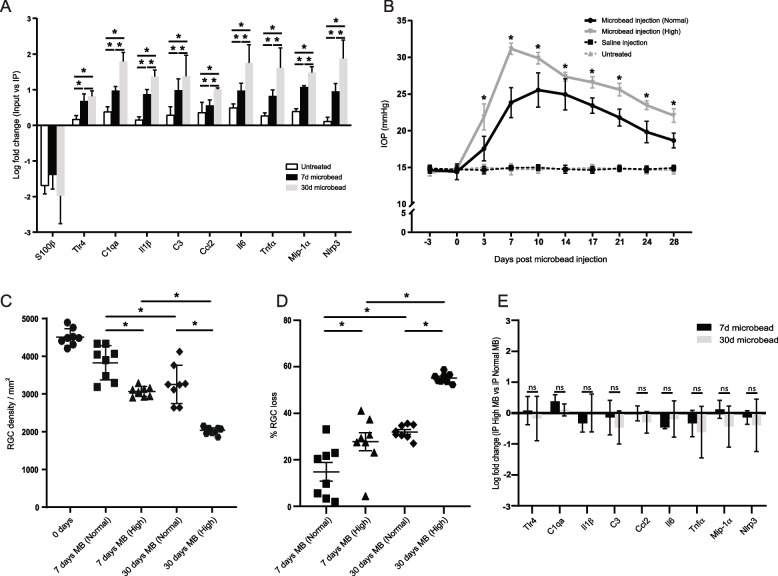
Optic nerve head astrocytes show a limited neuroinflammatory transcriptional response. **A** RT**-**qPCR of the ONH input vs immunoprecipitate (IP) from untreated, 7 and 30 day microbead injected mice for select glaucoma-related neuroinflammatory genes. *N* = 4 per group. Mean ± SEM. * *p* < 0.05. **B** IOP measures over the 30 day experimental period. Same as in Fig. 1B, with the addition of IOP measurements from a cohort of mice that were injected with a larger concentration and volume of microbeads (High). *N* = 6 for each group. Mean ± SEM. * *p* < 0.01 (for the comparison between High vs Normal microbead injection). **C** Loss of ganglion cell density in the treated eye. Same as in Fig. 1C, with the addition of counts from a cohort of mice that were injected with a larger volume of microbeads (High). *N* = 8 biological replicates. * *p* < 0.05. Paired students t-test. **D** Loss of ganglion cells in the treated eye as a percentage of the untreated contralateral eye. Same as in Fig. 1C, with the addition of percentage loss from a cohort of mice that were injected with a larger volume of microbeads (High). *N* = 8 biological replicates. * *p* < 0.05. Paired students t-test. **E** RT-qPCR of the ONH immunoprecipitate (IP) from mice that were injected with the larger amount of microbead (High) vs those that were injected the normal amount (Normal) and tested for select glaucoma-related neuroinflammatory genes. *N* = 4 per group. Mean ± SEM. ns = not significant. Paired students t-test

The reactive astrocyte response is context-dependent and can vary with the severity of injury. We wanted to determine if a greater elevation in IOP could induce a differential neuroinflammatory transcriptional response in ONH astrocytes. We injected a greater volume of microbeads (4.01 × 10^7^ beads/ml), leading to a higher peak IOP, a more prolonged elevation in IOP and greater ganglion cell loss (Figs. 6B-D). We compared the high microbead IP vs normal microbead IP at each timepoint and found that for most genes a high microbead injection decreased the expression of neuroinflammatory genes in ONH astrocytes (Fig. 6E). There was no significant difference between 7 and 30 days for all genes.

## Discussion

The reactive response of optic nerve astrocytes in glaucoma is not well understood. Here, we have used astrocyte-ribotag, followed by bulk RNA-seq to determine the global transcriptional response of ONH and ONP astrocytes to a microbead induced elevation in IOP. Ribotag immunoprecipitation enabled efficient isolation of astrocyte-specific ribosomal mRNA from small complex tissues in vivo. Ribosomal mRNA more closely reflects the proteins being functionally used by the cell, or the active translational state of the cell, rather than the whole transcriptome irrespective of functional relevance [31, 32]. As well, the sequencing is weighted toward more frequently translated transcripts. This approach also isolates mRNA being translated in distal processes; a population of mRNAs often lost using other methods. To our knowledge, this is the first study assessing the astrocyte-specific response to elevations in IOP as prior transcriptional studies used whole optic nerve tissues, which does not allow easy identification of the cells responsible for the differential expression. We demonstrate that astrocytes of the optic nerve exhibit a region-specific and temporally distinct transcriptional response to elevated IOP, further highlighting that the ONH represents a complex microenvironment with different glial support requirements from the neighboring myelinated region. These results allow us to associate transcriptional programs with the morphological changes we have previously described [17–19].

The ONH environment is unique in many ways; not only do ganglion cell axons have high signaling activity and thus metabolism, in this region they are unmyelinated; the tissue surrounding the region undergoes extensive biomechanical strain from diurnal variations in IOP and eye movements; the vascular network is denser, more complex and has a leakier blood brain barrier than in the myelinated ONP, and there is a higher density of mitochondria [11, 14, 15, 59, 60]. These features are reflective of a region that has a high energy demand, but is subsequently particularly vulnerable to energy insufficiency. The upregulation of energy metabolism, particularly oxidative phosphorylation emerged as a key response of ONH astrocytes to elevated IOP. Astrocytes were traditionally considered to predominantly use the glycolytic pathway for production of ATP [61, 62], which, although yielding minor amounts of ATP, produces lactate which can then be shuttled to neurons as an energy substrate (astrocyte-neuron lactate shuttle) [63–66]. Accordingly, oxidative phosphorylation was regarded as of minor importance. This is no longer thought to be the case as recent studies show that extracellular K^+^ buffering – the most archetypal homeostatic task of astrocytes – is not just passive (e.g., diffusion through Kir 4.1 channels and gap junctions), but also mediated by the energy demanding Na^+^-K^+^ ATPase pumps [67–69]. This pump is also the major pathway for astrocytes to remove excess Na^+^ that accumulates in its role of clearing neurotransmitters. Such energy demands cannot be met by glycolysis which produces 2 molecules of net ATP per molecule of glucose, compared to the 36 produced via oxidative phosphorylation. New estimates of energy consumption that consider the role of the Na^+^-K.^+^ pump reveal that astrocytes consume up to 37% of the total CNS energy budget (more than 200% higher than the previously estimated 7%), and more than 75% of astrocytic ATP is derived from mitochondrial oxidative phosphorylation [67, 70]. This does not negate the importance of glycolysis, as it remains a key pathway for astrocytes to provide axons with energy substrates. For example, Cooper et al., 2020 [71] recently discovered that astrocyte networks driven by Cx43 redistribute glucose from the unstressed eye to the stressed eye in response to elevated IOP. In our study, the reason for a robust upregulation of oxidative phosphorylation may be that astrocytes require greater energy when reactive in an effort to maintain the normal functioning of ‘homeostatic’ processes that are essential in times of stress, including glycogen storage and mobilization, supply of energy substrates and precursors for biosynthesis, phagocytosis and transmitophagy, membrane trafficking, cytoskeletal remodeling and proteolysis that involves the ATP-dependent chaperones and proteases (such as heat shock proteins which were upregulated in our study). In other words, astrocytes look out for themselves before they help others, similar to reactive gray matter astrocytes which have been described as ‘selfish’ [72]. It is also interesting to consider if ONH astrocytes can transfer healthy mitochondria to axons. Just as neurons have been shown to utilize astrocytes for elimination of degraded mitochondria (transmitophagy [73];), evidence in a mouse model of stroke has shown that astrocytes donate healthy mitochondria to neurons after injury as a way to improve their survival [74]. It remains unknown whether a similar behavior occurs in the optic nerve; although our data shows an increased expression of mitochondrial components by astrocytes in this region that would be consistent with such a phenomenon, we are unable to conclusively demonstrate this possibility. Such a process would make sense in the ONH region because there is a high density of mitochondria that requires constant turnover, and defects in axonal transport emerge early in the disease preceding somatic degeneration [75–78]. In DBA/2 J mice, anterograde transport is affected earlier than retrograde, with transport dysfunction proceeding distally from the superior colliculus to the optic nerve then retina, while key RGC structures in the superior colliculus remain [75]. Defects in transport would be expected to result in an accumulation of damaged mitochondria. Compounding this, astrocytes may have a more limited phagocytic capacity than microglia which are professional phagocytes, and the need to eliminate axonal debris and damaged mitochondria as glaucoma progresses may exceed this capacity and result in a ‘backlog’ of damaged mitochondria. In this scenario, ONH astrocytes would provide healthy mitochondria and be involved in transmitophagy. Our results showed an increase in mitochondrial biogenesis within the ONH region. Very interestingly, resident microglia also strongly upregulate oxidative phosphorylation and not other pathways in the DBA2/J mouse model of glaucoma. Neuroinflammation was downregulated [79]

An inevitable by-product of oxidative phosphorylation is the production of reactive oxygen species which subsequently damages cellular proteins through oxidation [80]. As a response to counteract these processes ONH astrocytes upregulated antioxidative capacity and proteolysis. Astrocytes have a primary role in providing antioxidant support to surrounding neurons through several systems that include the glutathione system, thioredoxin/peroxiredoxin system, superoxidase dismutases, and catalase [81]. They are the primary producers of and can store glutathione [82]. Our data showed an upregulation of the cellular response to chemical stress pathway, encompassing genes for glutathione peroxidase (*Gpx1*, *Gpx3*), peroxiredoxin (*Prdx1*, *Prdx2*, *Prdx5*), superoxide dismutase 1 (*Sod1*), and thioredoxin (*Txn1*). These genes play an important role in the catabolism of peroxide (H_2_O_2_) and superoxide anions (O_2_^−^). The central redox-sensor *Nrf2/Nfe2l2* was not differentially expressed at any time, indicating the increase in ROS could be managed by antioxidative systems and was not above “normal” (physiological) levels [83]. The ability of cells to restore proteins after oxidative damage is limited and, in most cases, damaged proteins are removed via proteolysis, mediated by either the ubiquitin-proteasomal or the lysosomal system. The ubiquitin-proteasomal system is responsible for the proteolytic degradation of 80–90% of all cellular proteins, including many regulated, short-lived, or misfolded/damaged ones [80]. We found an upregulation of genes encompassing histocompatibility complexes, anaphase-promoting complexes, ubiquitin conjugating enzymes, and proteosome subunits. It was surprising to see the upregulation of proteolysis at the same time as protein metabolism, as cells typically downregulate global protein synthesis with increased levels of reactive oxygen species [80]. The increased antioxidative capacity and proteolysis were unique to the ONH astrocyte response and not seen in the ONP astrocyte response at any time, even though they also upregulated oxidative phosphorylation.

It was surprising that ONH astrocytes demonstrated a largely late transcriptional response, with very few DEGs before 7 days. Astrocytes are generally thought to be sensitive to stresses and ONH astrocytes are localized to a region prone to continuous biomechanical stress. One explanation could be that because of their location they are naturally more resistant to stresses and strains and require a greater severity of injury before significant transcriptional changes are observed, one that is not reached until 7 days in our model. This seems to be consistent with our previous study in which sub-threshold increases in IOP induced a reversible reactive morphological change in the absence of transcriptional changes (measured using microarray) [19]. Moreover, healthy uninjured ONH astrocytes are fortified and strengthened by expressing higher levels of cytoskeletal and extracellular matrix components than ONP astrocytes [33, 49]. It is also important to note that although ONH astrocytes are morphologically similar [14], not all become reactive simultaneously [84], and bulk RNA-seq likely masks reactive changes of individual astrocytes. In this light, ONP astrocytes which are de-enriched in cytoskeletal components [33] and are not as necessarily resilient demonstrate a more significant early transcriptional change, interestingly, an upregulation in processes that suggest they are stiffening their cytoskeleton (keratinization). Another possibility is that because the myelinated ONP contains more microglia than the ONH (at least early in injury) they are more likely to receive an early microglial signal, if it is that microglia respond first in white matter region [85]. At 30 days, ONH astrocytes showed persistent transcriptional changes. This could arise from IOP-dependent and/or independent mechanisms such as: (1) the IOP still being elevated, (2) it could reflect a new “normal” state for these astrocytes irrespective of IOP, (3) RGC axon degeneration will strongly influence the transcriptional profile irrespective of whether the IOP continues to decline or remain elevated, and (4) astrocyte interactions with infiltrating macrophages or microglia. It is likely that a combination of these have a role in the observed transcriptional profile and our study cannot differentiate between these.

Neuroinflammation within the ONH region is recognized as a key component of glaucomatous neurodegeneration, although the exact contribution from astrocytes is not well understood [7, 9, 10]. This is in part because many transcriptomic studies use whole ONH tissues and some even have possibly included unknown amounts of myelinated ONP, therefore precluding cellular localization of the changes in expression – the ONH also contains microglia, axons, endothelial cells, and very few oligodendrocytes and NG2 glial cells. This becomes particularly challenging when experimental glaucoma is induced as early monocyte infiltration can significantly contribute to a pro-inflammatory environment in the ONH [23, 24]. Tribble et al. [79] discovered that in the DBA2/J mice, resident microglia show few changes in neuroinflammatory molecules but are metabolically active, and that the neuroinflammatory ONH environment can be attributed to infiltrating macrophages. In general, transcriptional studies using whole ON tissues have demonstrated an upregulation of cellular pathways for the complement cascade, IL6, cell proliferation, Toll-like receptors, *Tnfα*, *Wnt*, *Tgfβ* and *Nfkβ* [23, 24, 51, 57, 58, 86–90]. Astrocyte-specific studies employing immunohistochemistry, cell cultures or transgenic manipulations have confirmed some of the findings, albeit at the level of individual molecules. To get a more accurate picture of the global transcriptional changes specific to astrocytes we used the ribotag approach.

Surprisingly, at no time did we observe a robust neuroinflammatory response from optic nerve astrocytes. Very few glaucoma-related neuroinflammatory and reactive astrocyte genes and pathways were differentially expressed (*Hsp70*, *Hsp90*, *Hspb1*, *C2*, *Tlr4*, *S100b*, *Lcn2*, *H2-T23*), and understanding their significance to an overall neuroinflammatory astrocyte requires more focused functional testing. Of note are the heat shock proteins. Heat shock proteins are upregulated in the retina and ONH of humans with the disease as well as in monkey and rodent models (HSP27, HSP60; [91–97]). Although many studies largely implicate RGCs as a target for heat shock protein-driven autoimmunity, our results potentially suggests that astrocytes could also be impacted, particularly via HSP70. Because the reactive response can depend on the severity of injury [21], we also performed a more severe elevation in IOP and assessed the expression of several established glaucoma-related neuroinflammatory genes. For virtually all the genes assessed, the higher elevation in IOP model either minimally changed or even decreased the expression of the genes compared to the normal elevation in IOP model, further supporting their limited neuroinflammatory response in this context. Interestingly, a more focused analysis of key signaling pathways involved in the astrocyte injury response showed upregulation of receptor signaling via JAK-STAT. STAT3, a member of the JAK-STAT signaling family is known to be a critical regulator of astrocyte reactivity and is mostly considered to mediate the supportive functions of reactive astrocytes in numerous disorders [98, 99]. In glaucoma, we previously showed that attenuation of STAT3-mediated astrocyte reactivity leads to a worse outcome for retinal ganglion cell survival and visual function [17]. Our results also demonstrated very few differentially expressed A1, A2 pan-reactive astrocyte marker genes and overall, there was no bias towards any one phenotype. This is consistent with recent studies [84], and with the growing consensus that this “binary polarization” of reactive astrocytes in either neurotoxic or neuroprotective states is too simplistic and falls short of fully recognizing their phenotypic diversity across disorders [56]. Moreover, the classification was defined based on two very disparate acute injury models and on the response from gray matter cortical astrocytes, how this translates to white matter astrocytes is unknown. There are additional concerns with the classification, and these have been well described in the recent astrocyte consensus statement [56]. Further confirming the limited neuroinflammatory role of astrocytes, we observed that the Input fraction – which contains all other cellular components of the ONH—was far more enriched for neuroinflammatory genes than the IP fraction, inferring that cells in the Input, likely the microglia, are contributing most to the neuroinflammatory ONH environment.

We previously showed that reactive ONH astrocytes have a beneficial role in an acute and microbead model of elevated IOP as attenuating reactivity enhanced ganglion cell degeneration and functional loss [17]. Our data here supports this notion and further indicates that regulation of their own metabolism, particularly oxidative phosphorylation, redox homeostasis and the maintenance of a healthy proteome are key factors in their support to axons. Dai et al. [49] proposed that it may not be the IOP-related mechanical stress upon axons, but rather the retraction of astrocyte processes from axons they normally ensheath, that ultimately damage axons in the glaucomatous ONH region, highlighting the importance of astrocytic-axon metabolic support. These results suggest astrocytic metabolism rather than neuroinflammation as a target for improved neuroprotection. Our data also provides a new unique resource to help drive further hypothesis generation and testing in glaucoma.

### Supplementary Information

**Additional file 1: Supplementary Figure 1.** (A-B) In-situ hybridization (A, A’) and immunohistochemical staining (B) of the mouse optic nerve for LCN2. We observed very sparse labeling of LCN2 at 7 days after microbead injections (arrowheads). (C-H) Longitudinal sections of the mouse ONH region immunostained for NDUFC2 and COX5B in untreated and microbead injected mice at 30 days. (I, J) Gene set enrichment analysis using the gene ontology (GO) and KEGG database.

**Additional file 2: Supplementary Figure 2.** (A) Heatmap showing the per-sample activity score for each transcription factor identified as significantly different between ONH 30 vs 0 days.  While there are significant differences based on the log2 fold change of genes as input, the heatmap showed limited clustering by condition. (B) Table summarizing the known motifs found to be enriched in the transcription start site +/- 2kb region of our input gene list, with a p-value < 0.001.  For each known motif, the corresponding transcription factor is specified. (B) Table summarizing the known motifs found to be enriched in the transcription start site +/- 2kb region of our input gene list, with a p-value < 0.001.  For each known motif, the corresponding transcription factor is specified. (D) In-situ hybridization showing the localization of *Cartpt* mRNA in the optic nerve of a microbead injected mouse at 30 days. (E) Longitudinal sections of the mouse ONH region showing immunostaining for CARTPT and SOX9 in microbead injected mice at 30 days.

**Additional file 3: Supplementary Table 1.** The quantity and quality of RNA and cDNA measured using the Agilent 2100 Bioanalyzer.

**Additional file 4: Supplementary Table 2.** Differential expression analysis using a likelihood ratio test (LRT) focusing on genes in the ONH that differ over time (0, 7 and 30 days) in microbead injected mice.

**Additional file 5: Supplementary Table 3.** Differentially expressed genes in pairwise comparisons of ONH 7 vs 0 days.

**Additional file 6: Supplementary Table 4.** Differentially expressed genes and significant pathways identified in ONH 30 vs 7 days.

**Additional file 7: Supplementary Table 5.** Differerentially expressed genes and significant pathways identified in ONH 30 vs 0 days.

**Additional file 8: Supplementary Table 6. **Differentially expressed genes and significant pathways identified in ONP 7 vs 0 days.

**Additional file 9:  Supplementary Table 7.** Differentially expressed genes and pathways identified in ONP 30 vs 7 days.

**Additional file 10: Supplementary Table 8.** Common differentially expressed genes in all three timpoint comparisons in the ONP.

**Additional file 11: Supplementary Table 9.** Differentially expressed genes and pathways identified in ONP 30 vs 0 days.

**Additional file 12: Supplementary Table 10.** Pathways differentiating ONH astrocytes from those in the ONP at 30 days.

## Data Availability

The dataset supporting the conclusions of this article have been deposited at GEO (GSE237073 microbead injected animals. GSE211515 normal untreated animals) and publicly available at the date of publication.

# Supplementary material for: Astrocytes of the optic nerve exhibit a region-specific and temporally distinct response to elevated intraocular pressure
**Source:** Mol Neurodegener. 2023 Sep 27;18:68. doi: 10.1186/s13024-023-00658-9
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Table 1. The quantity and quality of RNA and cDNA measured using the Agilent 2100 Bioanalyzer.

|  | **Input** | | **Immunoprecipitate (IP)** | | **cDNA** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | RNA yield (pg/µl) | RIN | RNA yield (pg/µl) | RIN | Input  (ng/µl) | IP  (ng/µl) |
| Optic nerve head  (pool of 4) | 253.4 ± 46.14 | 8.61 ± 0.26 | 585.5 ± 148 | 9.34 ± 0.15 | 5.91 ± 0.44 | 5.69 ± 0.65 |
| Optic nerve proper  (pool of 4) | 155 ± 78.65 | 8.36 ± 0.53 | 2284 ± 247 | 9.0 ± 0.21 | 4.8 ± 0.26 | 7.79 ± 1.91 |

How the deposited data were processed for this re-analysis (not part of the article)

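The data are RNA-seq libraries of mRNA from HA-tagged astrocyte ribosomes of the ONH and ONP, taken 7 and 30 days after microbead injection. There were 7 replicates per region at 30 days and 4 at 7 days, 22 libraries in all, each from the pooled tissue of 4 mice (2 male and 2 female). The paper states that cDNA libraries were prepared and sequenced at the same time for all samples, and neither the labels nor the paper name a batch.

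The authors aligned paired reads of 150 bases with STAR 2.6.1d within bcbio 1.2.8-1c563f1, quantified them with Salmon 0.14.2 on Ensembl 94 transcripts and summed them to genes. The authors deposited these expected counts per gene as whole numbers, without normalization. The authors also deposited log2 values made from the counts by the variance stabilizing transformation of DESeq2 1.34.0, which normalizes for library size. Both tables were checked against these descriptions: the counts held no fractions, and both held the same genes and libraries. Gene positions, lengths and GC content were taken from GENCODE M21 (Ensembl 96, GRCm38), which matched 29322 of the 29367 gene identifiers and left 45 without a position.

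Libraries held 16292489 to 33307092 counts. The medians were 22800181 (ONH, 30 days), 17112329 (ONH, 7 days), 21423492 (ONP, 30 days) and 21201048.5 (ONP, 7 days). The amount of 3 counts, between 0.0901 and 0.184 CPM, was taken as the smallest detectable one. This limit covers counting error only, as PCR duplicates are not independent molecules. No fold change is given against a group listed at 0 or with all libraries at or below this limit.

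Groups were compared in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, libraries were normalized by TMM, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment. An adjusted p-value under 0.05 was required, with no log2FC cutoff. The comparisons were ONH 30 vs 7 days, ONP 30 vs 7 days, ONH vs ONP at 30 days, ONH vs ONP at 7 days, and the difference between the ONP and ONH in the 30 vs 7 day change (an interaction contrast over all 4 groups). The paper's methods name DESeq2, which was run as version 1.42.0 as an alternative. Gene sets were tested with fgsea 1.28.0 on the signed root of the F statistic, with adjustment over the sets of a comparison. The sets were written by gene symbol, since the Reactome, GO and KEGG sets that the authors used with clusterProfiler 4.2.2 and ReactomePA 1.38.0 were not available. Principal components were computed from the authors' log2 values of the 2000 most variable genes of a region, centred and not scaled, and their scores were compared by exact permutation tests. Scores of cell types are the mean log2 of CPM plus 0.5 over marker genes listed by hand. The score of other cell types is the mean of the oligodendrocyte, microglial and endothelial scores, each scaled to SD units. Set scores are the mean log2 of CPM plus 0.5 over the genes of a set. A prior count of 2 was used for log2 CPM in camera, the length and GC correction and the principal components from counts.

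The genes named in the text were chosen by a rule set before the data were examined. They are every gene the paper names for a comparison covered by the files, the genes starred in Fig. 5E and F for 30 vs 7 days, the genes of the marker lists, and in each comparison the 5 largest increases and the 5 largest decreases among genes past the threshold whose groups do not overlap. A few genes counted in the text outside this rule, such as Cd38, were picked after their values were seen.

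The alternatives were DESeq2, limma-voom with sample quality weights (limma 3.58.1), size factors by RLE, scaling by library size only, mitochondrially encoded genes left out, no filter beyond 1 count, at least 10 counts in every sample, all 4 groups in a single fit, a correction for gene length and GC content, the replicate as a block (ONH vs ONP at 30 days), and each library left out in turn. For gene sets, limma's camera and a ranking by log2FC shrunken with ashr 2.2.63 were added to these. For principal components, the top 500 genes, all genes, and log2 CPM from the counts were used. These alternatives, the comparisons and the sets were fixed at the same time as that rule. Chosen later were DESeq2 with each library left out, DESeq2 log2FC shrunken with ashr, the interaction with the 30 day pairs as blocks in limma-voom (duplicateCorrelation), and scores of other cell types or of oligodendrocytes as covariates. So were the counts over regroupings (splits) of the libraries for gene sets, for DESeq2 and for the interaction.

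The scripts were tested on simulated data for 30 vs 7 days in each region and for ONH vs ONP at 30 days. For each of these, 5 sets of counts were drawn with the means and dispersions of the real libraries. In each set 200 genes were changed 2-fold to 8-fold, and the calls were counted. The comparison at 7 days and the interaction were not simulated. The share of false calls was 3.52% to 5.33% with edgeR, 3.95% to 5.74% with limma-voom and 15% to 22.6% with DESeq2. A first limit on this share, set for all tools, was exceeded by DESeq2, and the limit was then applied to edgeR only.

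Left out were all comparisons with 0 days and the likelihood ratio test over the time course, since samples at 0 days were not analysed here. The 7 day libraries carry numbers that do not match the replicate numbers of the sample descriptions, so they were assigned to their group only. Immunohistochemistry, in-situ hybridization and qPCR have no files and were not analysed.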

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

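Of the tests in this part, those of library size, those of the cholesterol genes and others with cell type scores as covariates and all counts over splits for gene sets and for the interaction were chosen only after the result was seen.

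In 164 groups of samples (a named gene or total counts in one region and day), the gap between the most extreme library and its neighbor was compared with Dixon's 95% critical value. It was exceeded in 35 groups, against 8.2 that chance gives, in 9 of 64 groups at 7 days and 26 of 100 at 30 days. The libraries with the most were ONP day 30 replicate 1 (5), ONP day 30 replicate 7 (4), and with 3 each ONH day 30 replicates 1, 4, 5 and 7 and ONH day 7 library 1. The values given are the gap divided by the range of the group.

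Keratins account for 11 of these groups. In the ONH at 7 days, library 1 stood apart for Krt5 (18.7 CPM, 0.87) and Krt13 (7.76 CPM, 0.897) and library 5 for Krt17 (2.11 CPM, 0.859). In the ONH at 30 days, replicate 1 stood apart for Krt5 (0.45 CPM, 0.88) and Krt13 (2.2 CPM, 0.902), and replicate 3 for Krt17 (0.601). In the ONP at 30 days replicate 1 stood apart for Krt5 (0.857), Krt6a (0.879), Krt13 (0.907) and Krt14 (0.894), and at 7 days library 1 was low for Krt13 (0.84). A candidate explanation is RNA from surface epithelium in some pools. Across the ONH libraries, within days, the keratin score followed other epithelial genes with a Pearson's r of 0.712 (permutation p-value 0.0198, 0.0396 after adjustment over 6 relations), but r fell to 0.202 without the 2 libraries farthest from the median, so the relation rests on those. In the ONP r was 0.879 and 0.853 without them. Between the days the score of the other epithelial genes differed by -0.663 in the ONH (exact two-sided p-value 0.0182, adjusted 0.0728), beside -1.3 for the keratins. In the ONP it differed by -0.216 (exact p-value 0.388, adjusted 0.545), beside -1.08 for the keratins. The explanation therefore remains for the ONH, where the fall of the keratins cannot be told apart from it. In the ONP the pools vary in this way within a day, but the small difference between days goes against it as the whole explanation of the fall. Of 100 splits of the ONH libraries, 4 gave a mean keratin statistic as large, and of 100 splits of the ONP libraries 9 did, the real split included.

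In the ONH at 30 days, replicate 7 stood apart for Prl (0.897) and Gh (0.959). Gh, a gene the paper does not discuss, reached 90.9 CPM there and 3.71 CPM in the next library, and was at 0 in all 7 day libraries of the ONH. RNA from the pituitary gland in this pool is a candidate explanation: of 7 other pituitary genes, 3 (Gh, Pomc and Cga) were highest in this library among the 22, and Chga, Pitx1, Pou1f1 and Tshb were not. The design gives no other condition that sets this pool apart, so no biological explanation was tested.

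Nr2e3 stood apart in ONH day 30 replicate 4 (40.6 CPM, 0.931) and in ONP day 30 replicate 5 (0.0974 CPM, 1). Retinal RNA in the ONH dissection may explain the higher phototransduction genes of the ONH: photoreceptor genes rose and fell together across the ONH libraries (mean correlation within days 0.876) over a 19.6-fold range, against 1.98-fold for astrocyte genes. This explanation remains. For Mlana in ONP day 30 replicate 7 (0.28 CPM, 0.826), Pnliprp2 in the same library (0.04 CPM, 1), Reln in ONP day 7 library 5 (0.0411 CPM, 1) and C130093G08Rik in ONH day 30 replicate 4 (0.215 CPM, 0.749), the values are at most 0.28 CPM, where a few reads set a library apart. Bbox1 in ONH day 30 replicate 3 (2.01 CPM, 0.801) was higher.

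Genes with an extreme library above 1 CPM in the ONH at 30 days were S100b (replicate 6, 3250 CPM, 0.652), Bok (replicate 6, 0.742), H2-T23 (replicate 1, 575 CPM, 0.588), Thbs1 (replicate 4, 17.8 CPM, 0.667), Slc38a5 (replicate 5, 5.97 CPM, 0.652), Atp10d (replicate 5, 1.08 CPM, 0.626), Pecam1 (replicate 5, 11 CPM, 0.704) and Apoe (replicate 7, 61800 CPM, 0.635). In the ONH at 7 days they were Lcn2 (library 1, 8.19 CPM, 0.953), Cox5b (library 5, 83.9 CPM, 0.899) and C1ra (library 6, 35.8 CPM, 0.835). In the ONP at 30 days they were Hspb1 (replicate 7, 167 CPM, 0.57), Serpina3n (replicate 7, 950 CPM, 0.621) and Cntnap2 (replicate 1, 8.1 CPM, 0.68). Total counts stood apart in ONH day 7 library 3 (33307092 counts against a median of 17074914 in the others, 0.98). Mean total counts showed no difference between days (exact two-sided permutation test, p-value 0.933 in the ONH and 0.836 in the ONP). In the ONH, library 3 offsets the lower totals of the other 7 day libraries in this mean. Pools that differ in their share of male and female mice cannot be ruled out as a reason for pools that stand apart: the SD of the Y-linked gene Ddx3y lay at the 87.8th percentile of genes of like abundance. Eif2s3y (60.1), Kdm5d (44.7), Uty (44.1) and Xist (59.9) lay at ordinary percentiles, and all of these genes were counted in every library. The paper gives 2 male and 2 female mice per pool. No biological explanation was tested for these single libraries.

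The change from 7 to 30 days differed between the regions for 91 genes (interaction with an adjusted p-value under 0.05), and 1 of 100 splits, the real one, gave as many, with at most 2 in the others. Cholesterol biosynthesis genes fell more in the ONP (interaction NES -2.37, adjusted p-value 8.93e-07, lower for 19 of 21 genes), and 1 of 100 splits gave a mean statistic as large. Less RNA from oligodendrocytes at 30 days, a cell type with high cholesterol synthesis, is an explanation that could apply, as their score in the ONP changed by -0.845 (exact p-value 0.0182, adjusted 0.0728). With that score as a covariate, the set still fell in the ONP (NES -2.49, adjusted p-value 3.79e-08), and its median log2FC was -0.64 against -0.73 without the covariate, with 18 of 21 genes lower. As single genes 4 passed the threshold, against 17 without the covariate, while all DEGs fell from 2638 to 519. This is weak evidence against the explanation. The score and the day overlap, and within the days the relation of the score to the set in the ONP did not reach the threshold (r 0.213, permutation p-value 0.451, rank correlation 0.6, p-value 0.0566), so the covariate may correct the set too little and the explanation remains open. In the ONH the same relation was closer (r 0.595, permutation p-value 0.0551, rank correlation 0.745, p-value 0.0116), which goes with the explanation. Ribosomal proteins (interaction NES -2.78, adjusted p-value 1.46e-15, lower for 81 of 85 genes) and oxidative phosphorylation (interaction NES -1.64, adjusted p-value 0.00612, lower for 68 of 96 genes) rose less in the ONP, but 26 and 52 of 100 splits gave a mean statistic as large, so neither difference can be told apart from a random grouping of the libraries. These splits regrouped each region on its own and so parted the 30 day libraries of the same mice. Of 100 splits that moved such pairs together, 18 and 49 gave a mean statistic as large for these 2 sets, and 1, the real one, for cholesterol biosynthesis and for the number of DEGs. With the pairs as blocks the adjusted p-values of the 2 sets were 1.23e-13 and 0.000978. With scaling by library size only the median interaction of oxidative phosphorylation was 0.00289, and relative to all genes, whose median moved by 0.152, it stayed negative.

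The paper does not report the comparison of the ONH with the ONP at 7 days, which gave 1940 DEGs (936 higher and 1004 lower in the ONH), and 1 of 35 splits of the 8 libraries, the real one, gave as many; the others gave 0. The tissue itself is the biological explanation the design gives. Retinal RNA in the ONH, for which the mean correlation of 0.876 was given above, may contribute to it and was not removed.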

How the results depend on the processing

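The comparisons, gene sets and alternatives were fixed before the data were examined. Chosen only after results were seen were DESeq2 with each library left out, the covariates of cell type scores, the interaction with the 30 day pairs as blocks and the splits that keep these pairs.

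In the ONH between 30 and 7 days edgeR called 0 genes (2179 at an unadjusted p-value under 0.05). It also called 0 with limma-voom, size factors by RLE, library size only, mitochondrially encoded genes left out, and at least 10 counts in every sample. The count was 2 without a filter beyond 1 count, 2 with the correction for gene length and GC content, 292 with all 4 groups in one fit and 446 with DESeq2. With each library left out it ranged from 0 to 167 with edgeR and from 161 to 1517 with DESeq2: 232, 305, 448, 463, 442, 241 and 308 without replicates 1 to 7 of day 30, and 161, 632, 1517 and 308 without libraries 1, 3, 5 and 6 of day 7. In the simulations edgeR recovered 65.7% of changed genes at this sample size, but 29.4% to 33.2% of those changed 2-fold. The cause of the gap between the tools was not tested beyond these simulations, in which 20.7% to 22.6% of DESeq2's calls and 3.81% to 5.33% of edgeR's were false. These shares apply to 200 changed genes and need not hold for the real calls.

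In the ONP the 2638 DEGs became 1189 with all 4 groups in one fit, of which 1154 were among the 2638. The other alternatives gave 2070 to 3711. DESeq2 shared 2625 of the 2638, limma-voom 2491, RLE 2502, library size only 2177, no filter 1977 and the filter of 10 counts 2303. The range with each library left out was 1439 to 3214 for edgeR and 2695 to 4237 for DESeq2. Scaling by library size only raised the median log2FC of all ONP genes by 0.114 and turned the direction of most DEGs from lower (1427 of 2638) to higher (1934 of 2900).

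Between the ONH and ONP at 30 days, the 6322 DEGs stayed within 5809 to 7271 under all alternatives, with 6717 for the replicate block and 6571 for the block with the length and GC correction, and 5671 to 6416 with each library left out. At 7 days the 1940 DEGs became 3210 with DESeq2 and 3785 with all 4 groups in one fit, and ranged from 1102 to 2379 with each library left out. The 91 interaction DEGs became 409 with DESeq2, 55 with limma-voom and 50 without a filter, and ranged from 22 to 318 with each library left out. The cause was not tested.

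The 7 day libraries could not be paired with others, because their numbers do not match the replicates of the sample descriptions. The mice of 7 and 30 days also differ. The replicate block, alone or with the length and GC correction, was therefore not run for 30 vs 7 days in either region, for ONH vs ONP at 7 days, for the interaction, or for the gene sets, astrocyte lists and named genes of these comparisons. For the interaction, the 30 day pairs alone could be kept as blocks, with each 7 day library on its own (limma-voom, correlation within pairs 0.196). This gave 161 DEGs, 77 of the 91 among them, against 93 without the blocks, and the NES was -1.79 for oxidative phosphorylation, -2.65 for ribosomal proteins and -2.34 for cholesterol biosynthesis. Keratins had too few genes for a test with at least 10 counts in every sample.

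Gene set results depended most on the test. With limma's camera, which estimates the correlation between genes, no set passed the threshold. In the ONH its adjusted p-values were 0.277 for oxidative phosphorylation, ribosomal proteins, keratins and collagens, 0.377 for connexins and 0.384 for SLC transporters. In the ONP they were 0.429 for oxidative phosphorylation and ribosomal proteins, 0.379 for SLC transporters, and 0.371 for collagens, cholesterol biosynthesis and the MAPK genes. Between the regions at 30 days they were 0.311 for oxidative phosphorylation, ribosomal proteins and collagens. For the interaction they were 0.865 for oxidative phosphorylation and ribosomal proteins and 0.176 for cholesterol biosynthesis. Under the other alternatives (10 counts in every sample, length and GC correction, ranking by shrunken log2FC, and the block at 30 days) these sets kept their direction and stayed past the threshold, with 2 exceptions. Connexins in the ONH had an NES of -1.34, -1.55 and -1.35 (adjusted p-values 0.0774 to 0.377 over the alternatives, camera included), and the interaction of oxidative phosphorylation had -1.35, -1.34 and -1.42 (0.0922 to 0.865). Ranked by shrunken log2FC, keratins (NES -1.81, adjusted p-value 0.012, over the alternatives up to 0.429) and integrins (NES -1.69, adjusted p-value 0.0327, up to 0.477) passed the threshold in the ONP.

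With each library left out, the NES in the ONH ranged from 2.89 to 3.38 for oxidative phosphorylation, 3.02 to 3.67 for ribosomal proteins, -2.55 to -1.85 for keratins, -2.35 to -2.02 for collagens, -1.47 to -0.864 for integrins, -1.97 to -0.985 for connexins, -2.13 to -0.963 for SLC transporters and -1.27 to 0.796 for cholesterol biosynthesis. In the ONP it ranged from 2.6 to 3.08 for oxidative phosphorylation, 2.09 to 2.87 for ribosomal proteins, -1.81 to -1.06 for keratins, -2.29 to -2.08 for collagens, -1.75 to -1.23 for integrins, -1.31 to 0.823 for connexins, -1.61 to -1.45 for SLC transporters, -2.69 to -2.51 for cholesterol biosynthesis and -2.27 to -1.98 for the MAPK genes. For the interaction it ranged from -2.49 to -0.816 for oxidative phosphorylation, -3.17 to -2.19 for ribosomal proteins, -2.57 to -2.26 for cholesterol biosynthesis, -0.492 to 1.92 for keratins, -1.4 to 1.07 for integrins, -0.922 to 1.45 for connexins and -1.02 to 1.49 for SLC transporters.

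For principal components, the ONH days differed on the first with all genes (exact p-value 0.0394, 0.0394 to 0.227 over the alternatives), with ranges that still overlapped, while the second had 0.876 there (range 0.106 to 0.876). In the ONP the days did not differ on the first with the top 500 genes (0.127, range 0.00606 to 0.127) nor on the second with all genes (0.0515, range 0.00303 to 0.0515). Of the lists of Fig. 5E and 5F, 0 genes were called in the ONH (18 and 6 at an unadjusted p-value under 0.05), and DESeq2 called 2 and 1.

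With each library left out, the log2FC in the ONH ranged from -0.191 to 0.211 for Gfap, from -0.11 to 0.485 for Cartpt and from -0.14 to 0.228 for Aldh1l1, all without a call. These 3 genes account for the 11 values of named genes that reversed. Another 23 lost their call, all in the ONP: Cxcl10 passed the threshold in 2 of 11 fits, Aspg in 4, Cd109 in 5 and Hspb1 in 10. A call was gained in 12, and 878 kept their direction and their side of the threshold. Of the other values of named genes under alternatives that keep every library, 222 kept their direction and their side of the threshold, 32 became stronger and 2 weaker (Cxcl10 and Cd109 in the ONP under library size only).

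Depth limits the results for genes near 3 counts. Krt17 and Col17a1 exceeded 3 counts in 0 of 7 ONH pools at 30 days, so the size of their fall is uncertain. In the ONH these 2 genes, Prl and Gh did not reach edgeR's filter because too few libraries held them, although Prl and Gh had 1622 and 1684 counts in replicate 7 of day 30.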

Differences from the paper's values

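Most tests in this part were fixed before the data were examined. DESeq2 with ashr shrinkage and the counts over splits were chosen after the values were seen.

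In the ONH between 30 and 7 days, 0 genes were upregulated against the paper's 277, and 0 downregulated against the paper's 164; 2179 genes had an unadjusted p-value under 0.05. With DESeq2, the tool the paper's methods name, the counts were 279 and 167. With all 4 groups in one fit they were 201, within 1.5 times the paper's count, and 91, which still differs. The gap stayed open under the other alternatives (limma-voom, RLE, library size only, mitochondrially encoded genes left out, no filter, at least 10 counts in every sample, length and GC correction, and each library left out), with at most 167 DEGs in all, 44 of them downregulated, without ONH day 7 library 5.

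In the ONP 1211 genes were upregulated against the paper's 2089. With DESeq2 (2054), library size only (1934), and without ONP day 30 replicate 5 (1677) the count was within 1.5 times the paper's. Under the other alternatives the difference remained.

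The log2FC between 30 and 7 days in the ONH differed from the paper's for 9 genes. It was 0.792 for S100b against the paper's 0.53, -1.54 for C1ra against -0.58, -2.31 for Slc38a5 against -1.53, -1.58 for Hspa1b against -1.05, -1.73 for Atp10a against -1.01, -2.98 for Atp10d against -1.03, -2.47 for Pecam1 against -1.17, 1.36 for Cox5b against 0.963, and -0.861 for Gbp2 against -0.532, the second value being the paper's in each case. DESeq2 without shrinkage left all 9 apart, and library size only brought S100b alone within the paper's error (0.747). Leaving out single libraries did so for S100b without ONH day 30 replicate 6 or ONH day 7 library 1 or 6, for C1ra and Pecam1 without library 6, for Hspa1b without library 1 or 6, for Atp10a without library 1, for Gbp2 without replicate 7 or library 1 or 3, for Cox5b without replicate 1 or 6 or library 1, 3 or 6, and for Slc38a5 without replicate 2, 6 or 7 or library 6. None did so for Atp10d. The paper's methods state that log2FC from DESeq2 were shrunken with ashr for functional analyses and figures. The paper's values for these genes may therefore be shrunken, unlike those given here. With DESeq2 and ashr shrinkage, chosen after seeing the values, all 9 came within the paper's error (0.524, -0.583, -1.57, -1.03, -1.02, -1.17, -1.17, 0.956 and -0.523 in the order given). The same setting moved Krt5 and Krt14, which did not differ with edgeR, outside the paper's error (-1.82 against the paper's -5.36 and -1.93 against the paper's -5.04).

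The paper states that Prl was downregulated in all 30 day ONH samples except one. Here Prl was at 0 in all 4 ONH libraries at 7 days and counted in 3 of 7 pools at 30 days. The paper lists S100b, C1ra and Gbp2 as differentially expressed in the ONH between 30 and 7 days, and the keratins, transporters, Hspa1b, Col17a1 and Pecam1 of Fig. 3D. None of them passed the threshold with edgeR, and DESeq2 called all of these (adjusted p-values 0.0296, 0.0453 and 0.0435 for S100b, C1ra and Gbp2). The paper gives C2 as upregulated at day 30 and its text does not name the comparison; between 30 and 7 days its log2FC in the ONH was -0.37 (0 of 7 pools above every 7 day pool). The paper's text names Nfe2l2 (as Nrf2) and Hspb1 among the genes of Cluster 1, but the list of cluster genes in Table S2 holds neither. Between 30 and 7 days in the ONH they had log2FC of -0.40 and -0.24.

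The paper describes transport by SLC transporters and connexins as processes of the ONH only. SLC transporters also fell in the ONP (NES -1.63, adjusted p-value 0.000323, 126 of 211 genes lower), and the interaction had an NES of 1.09 (adjusted p-value 0.379). The paper gives oxidative phosphorylation as the only upregulated process of the ONP between 30 and 7 days. Cytosolic ribosomal proteins rose there too (NES 2.47, adjusted p-value 4.60e-09, 70 of 85 genes higher). The paper gives keratinization as downregulated in both regions. In the ONP the keratin set had an NES of -1.29 (adjusted p-value 0.195, 13 of 17 lower) and passed the threshold when ranked by shrunken log2FC (NES -1.81, adjusted p-value 0.012). The paper reports integrins among the downregulated processes of the ONH, where the set had an NES of -1.30 (adjusted p-value 0.177, 16 of 24 lower) and no setting with all libraries called it. The paper finds the signaling pathways of Fig. 5G changed in the ONH only. The 42 MAPK genes shown there were lower as a set in the ONP (NES -2.04, adjusted p-value 6.44e-05, 26 of 42 lower). The log2FC of the 2 regions were correlated across genes (r = 0.35), so genes shown for their fall in the ONH favor a fall in the ONP, and this value does not contradict the paper. The fall was smaller in the ONP (interaction NES 2.16, adjusted p-value 9.29e-05, higher for 32 of 42 genes), which the same choice of genes favors. A mean statistic as large came from 8 of 100 splits of each region on its own, and from 1 of 100 splits that kept the 30 day pairs. With limma's camera none of the sets tested passed the threshold.

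The paper calls Cartpt the top gene between the ONH and ONP at 30 days. It was number 6 by p-value and number 3 by the size of the log2FC with edgeR, and number 2 and number 4 with DESeq2. For the 22 genes of Table S8, 21 had a sign opposite to the value in that table in the ONP between 30 and 7 days; the table does not name the comparison its values belong to.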

Other observations

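The tests of library size, of other-cell scores, and all counts over splits for gene sets, for DESeq2 and for the interaction were chosen only after the result was seen.

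The edgeR count of 0 genes in the ONH between 30 and 7 days (2179 at an unadjusted p-value under 0.05) was reached or passed by all 100 of 100 splits of the libraries, which any count of 0 gives, and other splits reached up to 35 genes. DESeq2's 446 genes were reached in 3 of 60 splits, the real one included, with a median of 14 and up to 760 in the others. As 3 of 60 lies at the edge of the 0.05 threshold and not under it, that count cannot be told apart from a random grouping of the libraries. In the ONP, 1 of 100 splits, the real one, reached the 2638 genes of edgeR, with up to 2525 in the others, and 1 of 40 splits reached the 3711 genes of DESeq2, with up to 418. Between the ONH and ONP at 30 days, 1 of 64 splits, the real one, reached 6322 genes, with up to 2302 in the others. These 64 splits all part the 7 same-numbered pairs and differ in which library of each pair is exchanged.

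Gene sets were compared by the mean of their test statistic over splits. In the ONH, 1 of 100 splits, the real one, was as large for oxidative phosphorylation, 2 for ribosomal proteins, 1 for collagens, 17 for SLC transporters, 28 for connexins, 83 for cholesterol biosynthesis and 21 for integrins. In the ONP the numbers of 100 splits were 3 for oxidative phosphorylation, 4 for ribosomal proteins, 1 for collagens, 1 for SLC transporters, 12 for connexins, 1 for cholesterol biosynthesis, 8 for integrins and 1 for the MAPK genes. Between the regions at 30 days, 1 of 64 splits was as large for oxidative phosphorylation, for ribosomal proteins and for collagens. For the interaction, 51 of 100 splits were as large for keratins, 42 for collagens, 71 for SLC transporters, 35 for connexins and 54 for integrins. The fall of SLC transporters and connexins in the ONH is therefore not set apart from random groupings of the libraries.

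The lower count of DEGs in the ONH than in the ONP may come from a larger spread between replicates. The biological coefficient of variation was 48.2% in the ONH and 35% in the ONP. After removal of sampling error with ashr, the SD of the log2FC was 0.27 in the ONH and 0.399 in the ONP, a ratio of 0.677. Both a larger spread and smaller changes are seen, and the data cannot tell which of them sets the counts. A permutation test of mean total counts found no difference between the days (exact p-value 0.836 in the ONP and 0.933 in the ONH). With so few libraries it cannot rule out library size as a source of the counts. In the ONH at 7 days, libraries 1, 5 and 6 held 16819713 to 17149744 counts, below the 30 day minimum of 18026821. Library 3, with 33307092 counts, offsets them in the mean.

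The rise of ribosomal protein and respiratory chain genes could come from a bias between libraries by gene length, since these genes are short. Their median log2FC lay above those of lists matched on length and abundance, at the 99.99th percentile of 10000 lists or higher in both regions, and the rise stayed past the threshold with a correction for gene length and GC content. This goes against gene length as the whole explanation. Across genes outside the sets, Spearman's rho of log2FC and length was -0.114 in the ONH and -0.127 in the ONP.

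Less RNA from other cells at 30 days may explain part of the ONP response. The score of other cell types (oligodendrocyte, microglial and endothelial genes, in SD units) differed by -1.19 between 30 and 7 days in the ONP (exact two-sided permutation test, p-value 0.0242, adjusted 0.086). In the ONH it differed by -0.402 (exact p-value 0.394). With this score as a covariate, the ONP had 900 DEGs, of which 526 were among the 2638, and the NES of oxidative phosphorylation was 1.05 (adjusted p-value 0.478, against 3.22 in the ONH). The score and the day overlap in the ONP, so a covariate also removes part of any change with the day, and the test cannot separate them. On the log2 scale endothelial genes alone differed by -1.97 in the ONP (exact p-value 0.00606, adjusted 0.0485).

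Handling of the tissue is a possible explanation for the fall of immediate early genes. The immediate early score differed by -0.684 in the ONH and -0.482 in the ONP between 30 and 7 days (exact two-sided p-value 0.0121 in both, adjusted 0.0645). The adjusted values do not pass the threshold, and handling that differed between the days cannot be told apart from the day itself, so this explanation remains open. Heat shock proteins fell in the ONP (NES -1.785, adjusted p-value 0.000613, 38 of 65 lower) but did not pass the threshold in the ONH (NES -1.19, adjusted p-value 0.222, 43 of 66 lower).

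Of the genes past the threshold between the regions at 30 days and tested at 7 days, 5579 of 6183 (90.2%) had the same direction at 7 days, and 1602 passed the threshold there too. The log2FC at the 2 days had a Pearson's r of 0.733 across 14447 genes, which are not independent replicates.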
